# m^6^A modification of a 3′ UTR site reduces *RME1* mRNA levels to promote meiosis

**DOI:** 10.1038/s41467-019-11232-7

**Published:** 2019-07-30

**Authors:** G. Guy Bushkin, David Pincus, Jeffrey T. Morgan, Kris Richardson, Caroline Lewis, Sze Ham Chan, David P. Bartel, Gerald R. Fink

**Keywords:** Gene regulation, RNA modification, Meiosis, Enzymes

## Abstract

Despite the vast number of modification sites mapped within mRNAs, known examples of consequential mRNA modifications remain rare. Here, we provide multiple lines of evidence to show that Ime4p, an *N*6-methyladenosine (m^6^A) methyltransferase required for meiosis in yeast, acts by methylating a site in the 3′ UTR of the mRNA encoding Rme1p, a transcriptional repressor of meiosis. Consistent with this mechanism, genetic analyses reveal that *IME4* functions upstream of *RME1*. Transcriptome-wide, *RME1* is the primary message that displays both increased methylation and reduced expression in an Ime4p-dependent manner. In yeast strains for which *IME4* is dispensable for meiosis, a natural polymorphism in the *RME1* promoter reduces *RME1* transcription, obviating the requirement for methylation. Mutation of a single m^6^A site in the *RME1* 3′ UTR increases Rme1p repressor production and reduces meiotic efficiency. These results reveal the molecular and physiological consequences of a modification in the 3′ UTR of an mRNA.

## Abstract (web summary)

Ime4p is a yeast N6-methyladenosine (m6A) methyltransferase with an unknown role in meiosis. Rme1p is a repressor of meiosis. Here the authors show that Ime4p methylates *RME1* 3′ UTR to reduce its expression and enable meiosis, thus providing an example of an m6A site with a physiological role.

## Introduction

N^6^-methyladenosine (m^6^A), one of the hundreds of posttranscriptional RNA modifications known to occur in RNA^1^, is the most common internal modification in eukaryotic mRNA^2,3^. The mRNA methyltransferase is a protein complex in which one of its members, encoded by the *IME4* gene in yeast (Initiator of MEiosis 4), harbors the catalytic activity^4^. In many yeast strains, *IME4* is required for progression through meiosis^5,6^, and the recognition that it encodes an mRNA methyltransferase has provided the initial evidence that internal mRNA modifications have physiological consequences^4^.

Ime4p is conserved among eukaryotes, with characterized homologs in mammals (METTL3)^7^, Drosophila (dIME4)^8^, and Arabidopsis (MTA)^9^. Other noncatalytic members of the yeast methyltransferase complex include Slz1p and Mum2p^10,11^. *MUM2* also has homologs in mammals (WTAP)^12,13^, Drosophila (Fl(2)d)^14^, and Arabidopsis (FIP37)^9,15^. The m^6^A mark is found in a conserved consensus motif within mRNAs^16,17^ and thought to be deposited co-transcriptionally based on its presence in chromatin-associated pre-mRNA exons^18^, co-localization of dIme4 and PolII on Drosophila chromosomes^19^, and increased m^6^A levels in transcripts with reduced transcription rates^20^. m^6^A is most often found in proximity to stop codons, in either the coding sequence or the 3′ untranslated region (UTR)^21–23^, and has been broadly linked to diverse aspects of mRNA metabolism and function, including altered splicing^19,24–26^, decreased mRNA stability^27–29^, and altered translational efficiency^20,28,30–32^.

Some of the consequences of m^6^A mRNA methylation rely on “reader” proteins, which have a YTH domain that interacts specifically with m^6^A^33–37^. YTHDF1 and YTHDF3 bind to a subset of m^6^A mRNAs and enhance their translation, and in the case of YTHDF1 this increased translation efficiency results from its interaction with members of the eIF3 complex^26,38^. YTHDF2 is implicated in mRNA degradation, as its knockdown results in increased mRNA half-life of m^6^A mRNAs^29^. Deletion of YTHDF2 in mice results in female infertility^39^. Similarly, YTHDC2 deletion in mice results in infertility due to meiotic arrest during gametogenesis^40^. In Drosophila, dIME4 is expressed in gonads and required for gametogenesis^8^. When considered together with the *ime4*-*Δ* phenotype in yeast, these results suggest that m^6^A has an evolutionarily conserved role in meiosis.

Meiosis in *S. cerevisiae* is part of the sporulation-differentiation program, in which four haploid spores are formed from one diploid cell^41^. The decision to enter meiosis is controlled through multiple pathways that integrate nutritional and ploidy signals. Diploid cells enter meiosis when starved for nitrogen in the presence of a non-fermentable carbon source. The master regulator of meiosis in yeast is a transcriptional activator called Initiator of meiosis 1 (Ime1p). *IME1* has one of the longest promoters in the yeast genome, which harbors binding sites for proteins that transmit the nutritional status signals^42^ and two binding sites for Rme1p (Regulator of meiosis 1), a DNA-binding protein that prevents meiosis in haploids by repressing *IME1* transcription^43–46^. In diploids, *RME1* is itself repressed by the product of the mating-type alleles, the a1/α2 complex^44^. However, genetic and mutational analyses suggest that there are additional unidentified mechanisms of *RME1* repression^44^. *IME4*, which encodes the mRNA m^6^A methyltransferase in yeast, is known to be required for *IME1* expression, but how this positive regulation is achieved has been unclear^6^. Furthermore, it is unclear why *IME4* is necessary for meiosis in some yeast strains^6^ but dispensable in others^10^.

The regulatory impact of m^6^A modifications within mRNAs, inferred from phenotypic and molecular analyses of mutations that disrupt m^6^A writers or readers in yeast, plants, flies, and mammals, is now broadly appreciated^47–49^. Less progress has been made in distinguishing the consequential m^6^A sites out of the entire m^6^A methylome. Thus far, one functional m^6^A modification has been reported in an intron of the mammalian *S-adenosylmethionine (SAM) synthase* mRNA, which regulates its splicing^25,50^. Two functional m^6^A sites were reported in the 5′ UTRs of mammalian *HSP70* and *ATF4*, where they regulate cap-independent translation and alternative translation, respectively^51,52^. However, the vast majority of mapped m^6^A sites are near the stop codon and at the 3′ UTR^21,22^, for which there are no known physiologically relevant examples validated by mutational analysis. In this study, we identify a consequential m^6^A site within the *RME1* 3′ UTR that reduces *RME1* mRNA levels to enable meiotic progression. Thus *IME4* lies upstream of *RME1* in the meiotic entry pathway, which explains the decades-old observation that *IME4* is required for *IME1* expression. These results reveal the molecular consequences of a modification in the 3′ UTR of an mRNA and explain the strain-dependent requirement for methylation of mRNA.

## Results

### A promoter polymorphism reduces *RME1* expression

Polymorphisms in several genes account for most of the difference in meiotic efficiency between two interbreeding strains of *Saccharomyces cerevisiae*: SK1 (high efficiency) and S288C (low efficiency)^53,54^. An S288C strain that has three alleles replaced with SK1 alleles—named SK288C—approaches SK1 in its elevated meiotic efficiency^54,55^. The SK1 allele with the largest contribution to meiotic efficiency is *RME1-SK1*, which differs in sequence from that of *rme1-S288C* by three nucleotides^54^. One of these polymorphisms, insertion of an A (ins-308A, Fig. 1a) located in the upstream non-coding region of *RME1*, is solely responsible for efficient meiotic sporulation^54^. We named this allele *RME1-SK1A* and the allele in S288C *rme1-S288C*. Reverse transcription followed by quantitative PCR (RT-qPCR) showed that *RME1-SK1A* expression is reduced nearly four-fold compared with the *rme1-S288C* allele (Fig. 1b), which is the allele present in most sequenced laboratory strains (Supplementary Fig. 1a). Because Rme1p is a DNA-binding protein that directly represses the meiotic transcriptional program, this reduced transcription of *RME1* explains the increase in meiotic efficiency in SK1. Our following studies on *IME4* function utilize the SK288C strain, containing the highly expressed *rme1-S288C*, the poorly expressed *RME1-SK1* allele, or a deletion of the entire *RME1*-coding region (*RME1-Δ*).

**Fig. 1:**
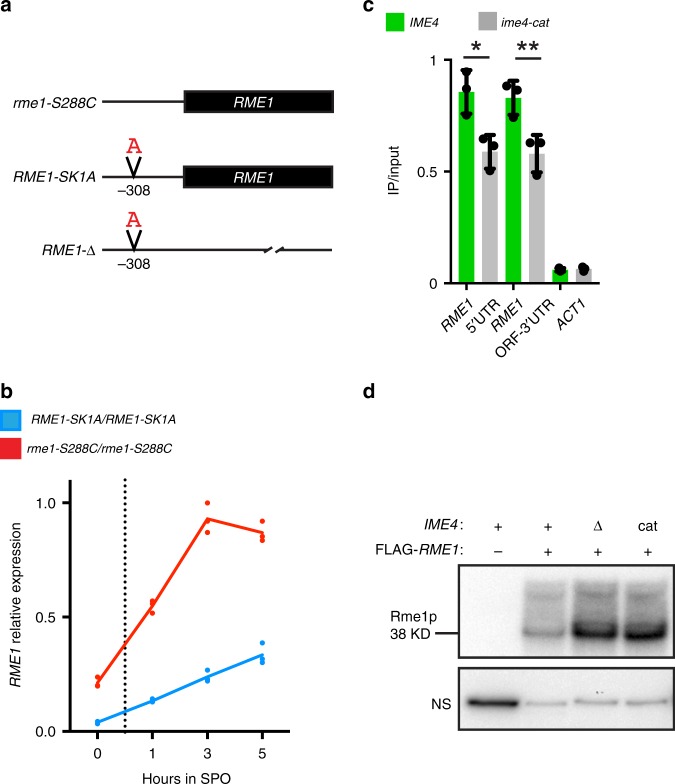
*RME1* alleles in this study. *IME4* downregulates Rme1p through its m^6^A activity. **a** The three *RME1* alleles are in the SK288C strain background. *RME1-SK1A* has a single A insertion 308 nucleotide upstream of the open reading frame (ORF) relative to *rme1-S288C*. **b** Quantitative reverse transcription PCR (RT-qPCR) quantification of *RME1-SK1A* and *rme1-S288C* expression during meiosis. Means and individual values from three biological replicates. Source data are provided in a Source Data file. **c** m^6^A immunoprecipitation (IP) followed by RT-qPCR using *RME1* 5′ untranslated region (UTR) primers or primers that span the end of the ORF and the 3′ UTR on mRNA isolated from *IME4* and *ime4-cat* homozygous cells, both in *rme1-S288C* homozygous cells. Transcript levels were first normalized to *PGK1* as an internal control, and then the fold enrichment of IP/input was calculated. The residual enrichment of *RME1* transcripts in *ime4-cat*/*ime4-cat* cells relative to *IME4*/*IME4* cells probably results from non-specific binding to the anti-m^6^A antibody^13,23^. *ACT1* serves as a non-methylated control. Means, individual values, and s.d. from three biological replicates. *p = 0.022, **p = 0.019, two-tailed *t* test. Source data are provided in a Source Data file. **d** Western blot using anti-FLAG antibody showing Rme1p expression from the *rme1-S288C* allele in strains homozygous for the indicated allelic backgrounds incubated in SPO media for 5 h. A non-specific (NS) band present in all lanes serves as a loading control. Source data are provided in a Source Data file

### *IME4* represses Rme1p expression

SK1 and S288C differ because *IME4* is essential for meiosis in S288C but dispensable for meiosis in SK1 (Supplementary Fig. 1b^10^). *IME4* encodes a methyltransferase that directs the posttranscriptional conversion of A to m^6^A in mRNA^4^. To determine whether the differential *IME4* dependence is due to a role for Ime4p and/or m^6^A in regulating *RME1* expression, we generated a strain homozygous for a deletion of *IME4* (*ime4-Δ*/*ime4-Δ*) and a strain homozygous for a catalytically inactive allele (*ime4-cat*/*ime4-cat*)^4^. The Ime4p and ime4p-cat proteins were expressed to the same levels during meiosis and vegetative growth (Supplementary Fig. 1c). m^6^A immunoprecipitation (m^6^A IP) of mRNA purified from meiotic *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells captured less *RME1* mRNA from *ime4-cat*/*ime4-cat* lysate, suggesting that *RME1* transcripts carried the m^6^A modification (Fig. 1c).

Does methylation of *RME1* mRNA affect the expression of Rme1p? We found that both *ime4-Δ*/*ime4-Δ* and *ime4-cat*/*ime4-cat* cells had increased Rme1p levels relative to *IME4*/*IME4* (Fig. 1d and Supplementary Fig. 1d). IP confirmed the increase in Rme1p in these cells (Supplementary Fig. 1e). Rme1p appeared to be posttranslationally modified in meiosis to produce higher-molecular-weight species (Supplementary Fig. 1d). These higher-molecular-weight forms of Rme1p were dithiothreitol (DTT)-resistant, migrate too fast to be sodium dodecyl sulfate (SDS)-resistant homo-oligomers, and did not react with anti-ubiquitin antibodies (Supplementary Fig. 1e). Thus Ime4p is required both for the methylation of *RME1* mRNA and for reduced expression of Rme1p during meiosis.

### Ime4p reduces *RME1* mRNA levels

To reduce Rme1p levels, Ime4p catalytic activity might alter either mRNA levels or translational efficiency. 

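Polysome fractionation sorts the mRNAs of a lysate by the number of ribosomes they carry, and RNA-seq of the pooled polysome fractions then counts the mRNAs under active translation. The strains compared were SK288C diploids that were both homozygous for *rme1-S288C* and differed at *IME4*, the gene of the m6A methyltransferase. One was *IME4*/*IME4* and the other was homozygous for *ime4-cat*, an allele whose protein is made but is catalytically inactive. Cells were collected after 5 h in SPO media, the potassium acetate medium that induces meiosis. Polysomal mRNA was selected by its poly(A) tail and made into libraries, 3 from *IME4*/*IME4* cells and 3 from *ime4-cat*/*ime4-cat* cells. The authors deposited the number of reads counted on each of 7126 genes in each library, without normalization. The methods describe read alignment with Tophat2 without saying which libraries it covers, and they name no counting program. The closing entries of each table carry the names that the program htseq-count uses for reads it could not assign to a gene.

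The reads counted on genes were 1047377, 680599 and 1262397 in replicates 1, 2 and 3 of *IME4*/*IME4* cells (median 1047377) and 916345, 586141 and 588503 in those of *ime4-cat*/*ime4-cat* cells (median 588503). These are the smaller part of each library, since between 85.2% and 94.3% of the entries counted were alignments that were not unique and between 3.22% and 8.28% fell on no annotated gene. Reads of near-identical gene copies are therefore missing from the counts of those genes. The counts were normalized by edgeR's TMM method, which sets the scale of a library by the bulk of its genes. The 5493 genes with enough counts under edgeR's default filter were tested for a difference between genotypes with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. With 3 libraries against 3, the smallest two-sided p of an exact permutation test is 0.1. The other RNA-seq libraries of the study, 12 in number, were not used here at any claim, because the genotype or fraction in their titles disagrees with the strain number or the letter attached to them.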

To distinguish between these possibilities, we separated the actively translating pool of mRNA from total mRNA by sucrose-gradient polysome fractionation of *IME4*/*IME4* and *ime4-cat*/*ime4-cat* meiotic lysates. Compared to mitotic cells, meiotic cells had a marked reduction in polysomes (Fig. 2a)^56^. Nonetheless, *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells exhibited comparable meiotic polysome profiles (Fig. 2b), indicating that loss of m^6^A did not affect the ribosomal landscape. RNA-seq of the input and polysome fraction revealed that the total levels of *RME1* mRNA were increased in *ime4-cat*/*ime4-cat* cells compared to *IME4*/*IME4* cells and that there was no further increase in polysome-associated *RME1* mRNA (Fig. 2c). Therefore, the increase in Rme1p can be explained by the increase in *RME1* mRNA. 

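In polysomal RNA, *IME4* itself (YGL192W) was counted in every library, at 217, 177 and 159 TMM-normalized CPM (counts scaled to a common library size) in *IME4*/*IME4* replicates 1, 2 and 3 and at 155, 95.1 and 131 in those of *ime4-cat*/*ime4-cat* cells. Its log2 fold change of -0.51 did not pass the threshold (standard error 0.18, adjusted p = 0.058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block in the fit, *IME4* did pass it (adjusted p = 0.0014 from the same test). *IME4* lies within an annotated antisense RNA, *RME2*, and its counts are uncertain because the counting is not stated to use strand.

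*RME1* (YGR044C) lies on chromosome VII from 582990 to 583892 on the minus strand of the R64 assembly, and no other annotated gene overlaps it. It received 81, 53 and 117 counts in the *IME4*/*IME4* replicates and 155, 92 and 93 counts in the *ime4-cat*/*ime4-cat* replicates. After TMM normalization, *RME1* stood at 81.3 ± 7.90 CPM (SD, n = 3) in *IME4*/*IME4* cells and at 165 ± 5.65 CPM (SD, n = 3) in *ime4-cat*/*ime4-cat* cells. The second SD is smaller than counting error alone would give at 92 to 155 counts, so it understates the uncertainty. The log2 fold change was 1.02 (standard error 0.16, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 5493 genes). Each *ime4-cat*/*ime4-cat* library was above each *IME4*/*IME4* library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each replicate left out in turn, the log2 fold change stayed between 0.94 and 1.10. The alternative that moved it most took the counts of *PGK1* as the only reference in each library, which gave 0.65 (adjusted p = 0.043 from the same edgeR test). That reference also moved the median of all tested genes to -0.37. Over the 17 alternatives, the adjusted p of *RME1* ranged from 2.0e-08 to 0.043 under edgeR, DESeq2 or limma. The paper's reported values for polysomal *RME1* (Source Data of Fig. 2c) are 99.4 normalized counts on average in *IME4*/*IME4* cells and 205 in *ime4-cat*/*ime4-cat* cells, a log2 ratio of 1.04.

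*ACT1*, which the study uses as a mRNA without m6A, had a log2 fold change of 0.11 in the same libraries (standard error 0.14, adjusted p = 0.67 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PGK1*, its internal control, had a log2 fold change of 0.37 (standard error 0.17, adjusted p = 0.14 from the same test). With the replicate number as a block in this test, *PGK1* passed the threshold (adjusted p = 2.3e-05) and *ACT1* did not (adjusted p = 0.32). The total RNA part of Fig. 2c was not analysed here, so the difference between fractions was not tested. The paper sets the polysomal increase beside the increase in total RNA and reasons that, with no further increase on polysomes, the rise in Rme1p can be explained by the level of *RME1* mRNA.

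**Figure D1:**
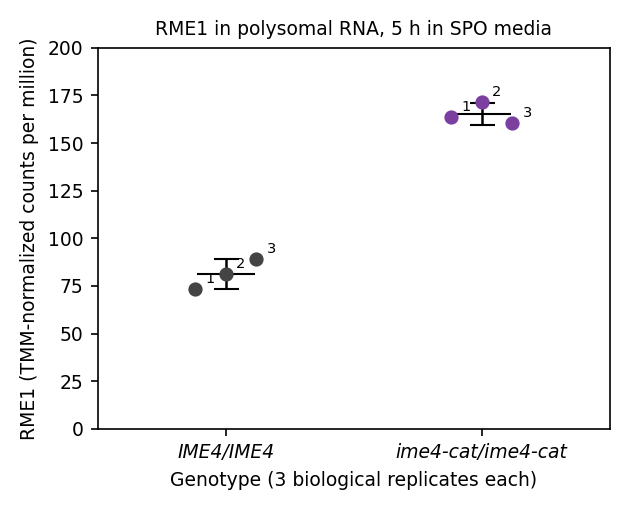
*RME1* in polysomal RNA after 5 h in SPO media, as TMM-normalized CPM on the vertical axis, by genotype on the horizontal axis. Each point is 1 library with its replicate number, the long line is the mean and the error bar the SD (n = 3). The *IME4*/*IME4* libraries lie between 73.4 and 89.2 and the *ime4-cat*/*ime4-cat* libraries between 161 and 172.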

Parallel analyses of other mRNAs showed that such an increase in mRNA was unusual and not observed for >98% of the other mRNAs (Fig. 2d). Taken together, these data indicate that Ime4p catalytic activity specifically decreases Rme1p production by reducing transcript abundance rather than polysome association.

**Fig. 2:**
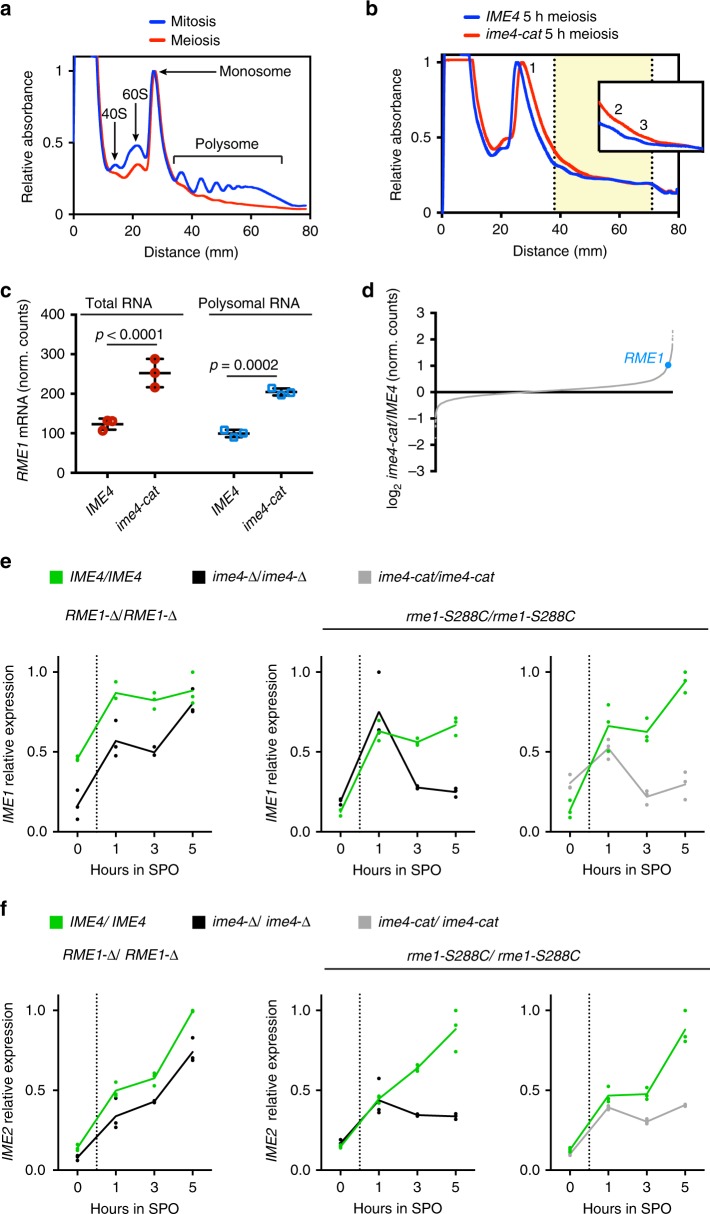
*IME4* m^6^A activity reduces *RME1* mRNA levels to enable meiotic initiation. **a** Polysome profiles (absorbance at 254 nm vs. distance from the top of the tube) of mitotic cells during logarithmic growth and 2 h into meiosis. The locations of the 40S, 60S, monosome, and polysome peaks are indicated. Source data are provided in a Source Data file. **b** Polysome profiles of meiotic *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells, both in *rme1-S288C*/*rme-S288C*. The inset is a magnification of the polysome area with the number of ribosomes in each peak. The highlighted area marks the pooled fractions used for RNA-seq of polysome-associated mRNA. Source data are provided in a Source Data file. **c** RNA-seq quantifications of *RME1* transcript from input mRNA prior to gradient fractionation (total mRNA) and pooled polysome fractions (polysomal RNA) from *IME4*/*IME4* and *ime4-cat*/*ime4-cat* meiotic cells. Individual values, means, and s.d. from three biological replicates. Two-way analysis of variance *p* values are indicated. Source data are provided in a Source Data file. **d** Rank order plot of mRNA levels in total RNA from *ime4-cat*/*ime4-cat* and *IME4*/*IME4* meiotic cells. Means from three biological replicates. Source data are provided in a Source Data file. **e** Left: Quantitative reverse transcription PCR (RT-qPCR) quantification of *IME1* expression in *RME1-Δ*/*RME1-Δ* during meiosis in *IME4*/*IME4* and *ime4-Δ*/*ime4-Δ* cells. Middle: RT-qPCR quantification of *IME1* expression in *rme1-S288C*/*rme1-S288C* during meiosis in *IME4*/*IME4* and *ime4-Δ*/*ime4-Δ* cells. Right: RT-qPCR quantification of *IME1* expression in *rme1-S288C*/*rme1-S288C* during meiosis in *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells. Means and individual values from three biological replicates. Source data are provided in a Source Data file. **f** As in **e** above but with measurements of *IME2* expression. Means and individual values from three biological replicates. Source data are provided in a Source Data file

### *RME1* repression enables the meiotic transcriptional program

Rme1p blocks meiosis by preventing activation of the *IME1* gene, which encodes the master transcriptional activator of meiosis^42,57–59^. *IME1* is necessary for meiotic DNA replication^57,60^, even in the presence of the *RME1-SK1A* allele (Supplementary Fig. 1f). To test whether reduced *RME1* mRNA de-represses *IME1*, the level of *IME1* mRNA was determined by RT-qPCR in *IME4*/*IME4*, *ime4-Δ*/*ime4-Δ*, and *ime4-cat*/*ime4-cat* cells. As expected, in the *RME1-Δ*/*RME1-Δ* background, we observed no difference in *IME1* mRNA levels between *IME4*/*IME4* and *ime4-Δ*/*ime4-Δ* cells after 5 h in SPO media (Fig. 2e). By contrast, in the *rme1-S288C*/*rme1-S288C* background, *IME1* levels were reduced more than three-fold in both *ime4-Δ*/*ime4-Δ* and *ime4-cat*/*ime4-cat* cells relative to *IME4*/*IME4* cells (Fig. 2e). Analysis of the time courses showed that an initial burst of *IME1* expression was induced equally in *IME4*/*IME4*, *ime4-Δ*/*ime4-Δ*, and *ime4-cat*/*ime4-cat* cells, but *ime4-Δ*/*ime4-Δ* and *ime4-cat*/*ime4-cat* cells failed to sustain elevated *IME1* expression. This role of Ime4p in sustaining high-level *IME1* expression by overcoming Rme1p repression coincided with the timing of its induced expression (Supplementary Fig. 1c). We observed an increase in *IME1* mRNA levels in early time points in *IME4*/*IME4* compared to *ime4-Δ*/*ime4-Δ* cells in the *RME1-Δ*/*RME1-Δ* background. This increase suggests that Ime4p has an additional role in *IME1* regulation independent of *RME1* (Fig. 2e), although this role was not further investigated. Perhaps Ime4p is involved in transduction of the nutritional starvation signals required to induce *IME1*^42,61^. One of the target genes induced by Ime1p is *IME2*, which encodes a protein kinase required for the expression of many other meiotic genes^58,59,62^. *IME2* expression in the different *RME1* backgrounds paralleled that of *IME1*, indicating that the effects of Ime4p regulation of *RME1* propagate through *IME1* induction to activate the downstream meiotic targets (Fig. 2f).

### A conditional *IME4* requirement for meiotic DNA replication

The transcriptional program induced in meiosis initially consists of genes required to carry out meiotic DNA replication. As a functional readout of this process, we measured DNA content by flow cytometry in *IME4*/*IME4*, *ime4-Δ*/*ime4-Δ*, and *ime4-cat*/*ime4-cat* cells in the *RME1-Δ*, *RME1-SK1A*, and *rme1-S288C* homozygous backgrounds following 6 and 24 h in SPO media (Fig. 3a). Deletion of *IME4* led to delayed meiotic DNA replication in cells with no or low *RME1* expression (*RME1-Δ* and *RME1-SK1A*, respectively). However, in the presence of high *RME1* expression (*rme1-S288C*), we detected no DNA replication in *ime4-Δ*/*ime4-Δ* cells, even after 24 h. Cell sorting followed by microscopy revealed that cells to the right of the 4*N* peak at 24 h were asci (Supplementary Fig. 2a, b). The DNA-replication defect observed in *ime4-Δ*/*ime4-Δ* cells was not quite as severe in *ime4-cat*/*ime4-cat* cells. Although DNA replication was substantially delayed in *ime4-cat*/*ime4-cat* cells in the *rme1-S288C* background, some cells ultimately were able to replicate their DNA. Thus the *ime4-cat* allele was incompletely penetrant, suggesting that Ime4p might perform both methyltransferase-dependent and -independent functions.

**Fig. 3:**
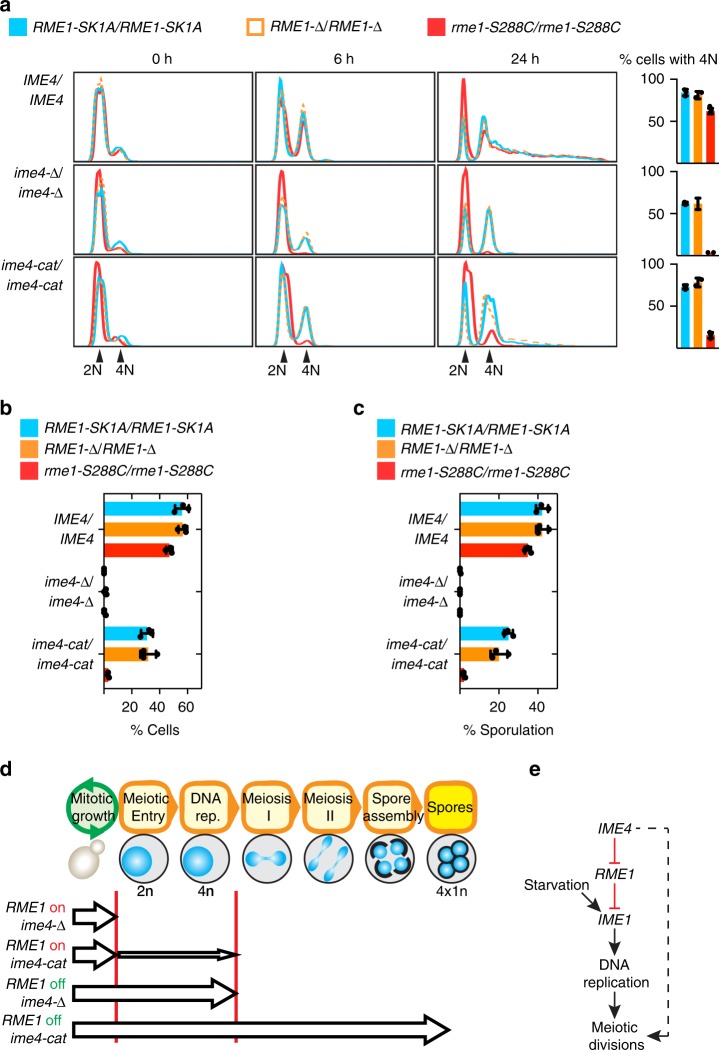
*IME4* m^6^A is required for meiotic DNA replication, and a non-m^6^A function is required for meiotic divisions. **a** Flow cytometric analysis of DNA content in *IME4* and *ime4* mutants (rows) in three color-coded *RME1* allele backgrounds over a meiotic time course (columns). A quantification of the 24-h time point is on the right of each row. Percentage of cells with 4*N* includes both sporulated and non-sporulated cells. Means, individual values, and s.d. from two to five experiments. Source data are provided in a Source Data file. **b** Meiotic nuclear divisions in *IME4* and *ime4* mutants in three color-coded *RME1* allele backgrounds as assayed by DAPI staining of nuclei after 24 h in SPO medium. The percentage of cells with two or more nuclei is indicated on the horizontal axis. Means, individual values, and s.d. from three experiments. At least 200 cells were counted per strain per experiment. Source data are provided in a Source Data file. **c** Sporulation after 48 h in SPO media in *IME4* and *ime4* mutants in three color-coded *RME1* allele backgrounds as scored by light microscopy. Means, individual values, and s.d. from three experiments. At least 200 cells were counted per strain per experiment. Source data are provided in a Source Data file. **d** A model depicting the various points along the *S. cerevisiae* meiotic program in which different *IME4* functions are needed in different *RME1* backgrounds. “*RME1* on” denotes the highly expressed *rme1-S288C* allele, while “*RME1* off” denotes either the hypomorph *RME1-SK1A* or *RME1-Δ*. Arrows represent an ability to progress through the various landmarks that appear at the top, while vertical red lines indicate an inability to progress further. **e** A model for the functions of *IME4* in meiosis: *IME4* promotes meiotic DNA replication by repression of *RME1*, which represses the master activator of meiosis, *IME1*. *IME1* is also activated by nutritional signals. *IME4* has a second function downstream of *IME1* in promoting meiotic divisions (dashed line)

If *IME4* and *RME1* were in the same pathway, then the DNA-replication phenotypes of the single- and double-deletion strains would indicate their order in the pathway and whether they activate or inhibit each other (Supplementary Table 3 lists the predicted phenotypes for each of the eight possible models). For this analysis, a double-deletion strain of *RME1* and *IME4* was constructed, and meiotic DNA synthesis was measured and compared with that of the wild-type *RME1* and *IME4* strain and the respective single-deletion strains (Fig. 3a). Only the double-repression model, in which *IME4* acts upstream to repress *RME1*, which in turn represses DNA replication, explained all the single- and double-deletion experimental data (Supplementary Table 3). *IME4* is known to be required for the expression of *IME1*^6^. Our results show that this positive genetic relationship is achieved via negative regulation of *RME1* (Fig. 3e).

### *RME1* dosage tightly controls meiotic DNA replication

Our observation that the ~3–4-fold reduction in *RME1* expression caused by the *RME1-SK1A* allele (as compared to *rme1-S288C*, Fig. 1b) had a dramatic effect on meiotic efficiency suggests that the downstream events in meiosis are sensitive to *RME1* dosage. To examine the effects of *RME1* transcript levels on meiotic progression, we analyzed DNA synthesis in various strains. Heterozygotes containing half the amount of *rme1-S288C* (*rme1-S288C*/*RME1-Δ*) replicated their DNA earlier than *rme1-S288C* homozygotes (Supplementary Fig. 3a). Furthermore, in the absence of *IME4* (*ime4-Δ*/*ime4-Δ*), *rme1-S288C*/*RME1-Δ* cells replicated their DNA, whereas *rme1-S288C*/*rme1-S288C* did not. These data demonstrate that a two-fold reduction in *RME1* levels is sufficient to bypass the meiotic defects of a deletion of *IME4*. Moreover, heterozygotes containing one copy of the poorly expressed *RME1-SK1A* allele and one copy of the highly expressed *rme1-S288C* allele (*ime4-Δ*/*ime4-Δ RME1-SK1A*/*rme1-S288C*) proceeded through DNA replication, whereas *ime4-Δ*/*ime4-Δ rme1-S288C*/*rme1-S288C* homozygotes did not (Supplementary Fig. 3b). Consistent with these results, in strains homozygous for the *ime4-cat* allele, *rme1-S288C*/*RME1-Δ* and *RME1-SK1A*/*rme1-S288C* heterozygotes replicated their DNA earlier than *rme1-S288C* homozygotes.

### A methyltransferase activity-independent Ime4p function

We monitored segregation of DNA into distinct nuclei by microscopy and found that, in *ime4-Δ*/*ime4-Δ* cells, no meiotic divisions occurred in any *RME1* allelic background (Fig. 3b and Supplementary Fig. 3c). This indicates that *IME4* is required downstream of DNA replication for the onset of Meiosis I. However, Ime4p catalytic activity was not required for DNA segregation: meiotic divisions occurred efficiently in *ime4-cat*/*ime4-cat* cells, provided they were able to replicate their DNA (*RME1-Δ or RME1-SK1A* backgrounds). Analysis of sporulation efficiency showed that it precisely mirrored DNA segregation in the *ime4* mutants in the various *RME1* backgrounds (Fig. 3c and Supplementary Fig. 3c). We conclude that, in the presence of an active *RME1* allele, *ime4-Δ*/*ime4-Δ* cells do not replicate their DNA, whereas *ime4-cat*/*ime4-cat* cells are severely defective in DNA replication and those that do replicate their DNA arrest following DNA replication (Fig. 3d). In the absence of an active *RME1* allele, *ime4-Δ*/*ime4-Δ* cells arrest following DNA replication, whereas *ime4-cat*/*ime4-cat* cells are able to complete meiosis and sporulate. Together these data reveal that Ime4p functions twice during meiosis: once as an m^6^A methyltransferase that promotes DNA replication, and again before Meiosis I in a catalysis-independent manner to promote DNA segregation (Fig. 3e).

### *RME1* mRNA is an m^6^A target

To identify Ime4p methylation targets critical for progression of the meiotic program, we performed m^6^A IP followed by RNA-seq (m^6^A-seq)^21,22^ on RNA from the 5-h meiotic time point of *rme1-S288C*/*rme1-S288C* cells, in which Ime4p catalytic activity is necessary for meiosis. This m^6^A-seq experiment contrasts with previous analyses performed in the SK1 background, where Ime4p m^6^A activity is dispensable for meiosis^23^. We identified 118 sites on 117 transcripts enriched in *IME4*/*IME4* cells relative to *ime4-cat*/*ime4-cat* cells (Supplementary Data 1, see “Methods”). Using these data, we reconstructed the known m^6^A methylation consensus motif and reproduced the observation that m^6^A sites are enriched near the 3′ ends of mRNAs (Supplementary Fig. 4a–c)^21–23^. Of the 117 methylated mRNAs we identified, 51 were also identified in the previous m^6^A-seq dataset from the meiotic-efficient SK1 (Supplementary Fig. 4d, *p* < 0.0001, Fisher’s Exact Test^23^). Analysis leveraging our biological replicates revealed 34 high-confidence m^6^A sites on 34 different mRNAs in *IME4*/*IME4* cells compared with *ime4-cat*/*ime4-cat* cells (log_2_ fold change >0.8, *p* < 0.01, two-tailed *t* test) (Fig. 4a and Supplementary Data 1). The set of high-confidence m^6^A targets included *RME1*.

**Fig. 4:**
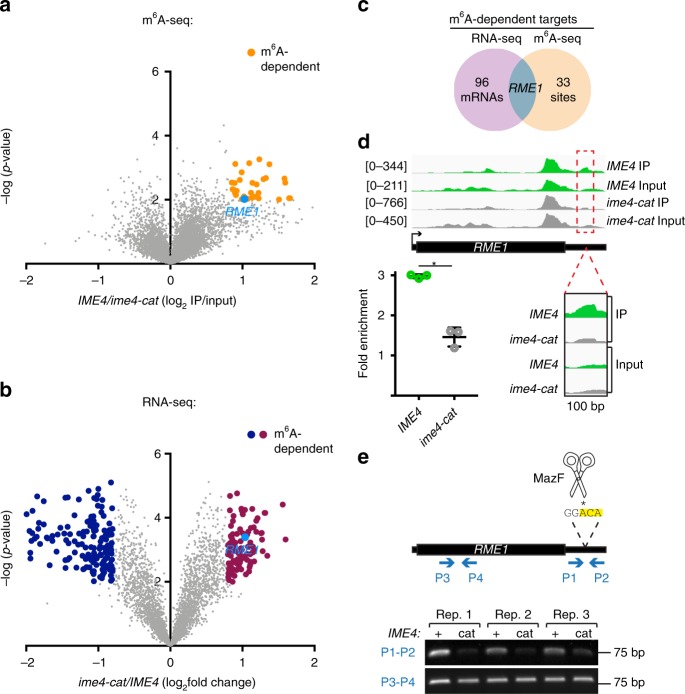
*RME1* mRNA harbors an m^6^A site at its 3′ untranslated region (UTR). **a** m^6^A-seq data from meiotic *IME4* homozygotes and *ime4-cat* homozygotes. Data from three biological replicates are presented as immunoprecipitation (IP) to input ratio in *IME4*, divided by the same ratio in *ime4-cat*. m^6^A sites enriched >1.75-fold in *IME4* relative to *ime4-cat* cells that have a *p* value of <0.01 in a two-tailed *t* test are highlighted in orange. **b** RNA-seq data from meiotic *IME4* homozygotes and *ime4-cat* homozygotes cells. Data from three biological replicates are presented as normalized counts in *ime4-cat*, divided by normalized counts in *IME4*. mRNAs increased >1.75-fold in *ime4-cat*/*ime4-cat* relative to *IME4*/*IME4* cells (*p* value <0.01, two-tailed *t* test) are highlighted in purple. mRNAs decreased >1.75-fold in *ime4-cat*/*ime4-cat* relative to *IME4*/*IME4* cells (*p* value < 0.01, two-tailed *t* test) are highlighted in blue. **c** Venn diagram showing the overlap between the m^6^A-seq data and the RNA-seq data. **d** *RME1* transcript with its 5′ and 3′ UTRs. IGV genome browser views of reads enriched following IP with anti-m^6^A antibodies in *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells are shown for the entire transcript (top, autoscale read counts on the left of each track), and in a 100-bp window of the 3′ UTR (bottom, reads in this window were normalized to input controls). Fold enrichment of IP/input for reads in the window are shown on the left with means and s.d. from three biological replicates. *p = 0.0006, two-tailed *t* test. Source data are provided in a Source Data file. **e** PCR amplification of cDNA prepared from MazF-digested meiotic mRNA from *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells. Three biological replicates. P1 and P2 primer locations relative to the probed methylation site are indicated. The MazF ACA site within the methylation site is highlighted in yellow, and the probed nucleotide is marked with an asterisk. Primers P3 and P4, which do not flank an ACA site, were used as control. Source data are provided in a Source Data file

In a separate experiment using *rme1-S288C*/*rme1-S288C* cells at the 5-h meiotic time point, we also measured the global mRNA levels of *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells. Analysis of these RNA-seq data revealed 97 mRNAs with significantly elevated levels (log_2_ fold change >0.8, *p* < 0.01, two-tailed *t* test) in *ime4-cat*/*ime4-cat* cells relative to *IME4*/*IME4* cells (Fig. 4b and Supplementary Data 2). These 97 transcripts were enriched for ribosome- and amino acid synthesis-related gene ontologies (GOs; Supplementary Fig. 5a). Parallel analysis of the 156 mRNAs elevated in *IME4*/*IME4* cells relative to *ime4-cat*/*ime4-cat* cells revealed enrichment for meiosis-related categories including synapsis, recombination, homologous chromosome segregation, and sister-chromatid segregation (Supplementary Fig. 5b). Remarkably, the intersection of the set of 97 messages elevated in the absence of Ime4p methyltransferase activity with the set of 34 high-confidence m^6^A targets contained one gene: *RME1* (Fig. 4c).

### Mutation of *RME1* 3′ UTR m^6^A site increases its mRNA levels

A parsimonious explanation for our results so far is that Ime4p directly methylates *RME1* mRNA at a specific site, and the m^6^A mark reduces *RME1* mRNA stability. Analysis of the m^6^A-seq data indeed revealed a single significant peak in the *RME1* message located in the 3′ UTR that was enriched three-fold in *IME4*/*IME4* cells relative to *ime4-cat*/*ime4-cat* cells (Fig. 4d). This peak is centered on a putative m^6^A site 129 nt downstream of the stop codon (+129A), which matched the consensus m^6^A motif (ANRG-m^6^A-CNNU). In order to probe the methylation status of +129A, we used MazF, a methylation-sensitive RNA restriction enzyme^63^, in a recently described PCR-based assay^64^. MazF cleaves RNA at ACA sites but not at m^6^ACA sites. The ACA sequence is part of the GGACA sequence flanking +129A (Fig. 4e). We digested purified mRNA from *IME4*/*IME4* and *ime4-cat*/*ime4-cat* cells with MazF and then reverse transcribed with random hexamers. PCR amplification of the resulting cDNA using primers that flank +129A in the *RME1* 3′ UTR yielded a product in cDNA prepared from *IME4*/*IME4* but not from *ime4-cat*/*ime4-cat* (Fig. 4e). Thus +129A in the *RME1* 3′ UTR is protected from cleavage by MazF in mRNA derived from cells with a functional methyltransferase. This result confirms that the *RME1* 3′ UTR is methylated at the +129A position in *IME4*/*IME4* cells but not in *ime4-cat*/*ime4-cat* cells.

To determine whether methylation of this +129A was important for *RME1* regulation, we mutated the A to a T in the *RME1* genomic locus (Fig. 5a, *rme1-10*). RNA-seq of *rme1-10*/*rme1-10* cells showed a significant increase in total *RME1* mRNA levels and polysomal mRNA levels relative to *rme1-S288C*/*rme1-S288C* (Fig. 5b). Transcriptome-wide analysis of mRNAs in *rme1-10*/*rme1-10* and *rme1-S288C*/*rme1-S288C* meiotic cells revealed that *RME1* was among the most differentially expressed genes (1.46-fold induction, *p* = 0.003, two-tailed *t* test, Fig. 5c). Comparison of *rme1-10*/*rme1-10* and *ime4-cat*/*ime4-cat* cells revealed a significant correlation in mRNA expression levels across the transcriptome (Supplementary Fig. 5c). When compared to wild-type cells (*IME4*/*IME4 rme1-S288C*/*rme1-S288C*), these mutants shared an increase in mRNAs belonging to ribosome- and amino acid synthesis-related ontologies and a decrease in mRNAs belonging to nucleosome- and replication fork-related ontologies (Supplementary Fig. 5d, e)—hallmarks of proliferating cells.

**Fig. 5:**
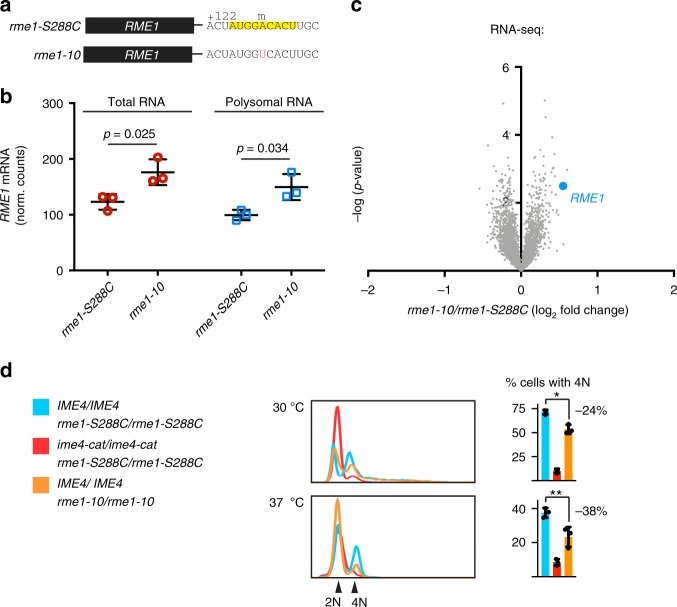
*RME1* methylation mutants are defective in meiotic DNA replication. **a** *rme1-S288C* and *rme1-10* have the same promoter and coding sequence, but they differ in their 3′ untranslated region: *rme1-10* has a single A to T substitution of the +129 methylated A (marked with an m over it) in the methylation consensus motif (yellow). **b** RNA-seq quantifications of *RME1* mRNA. *RME1* mRNA from input RNA prior to gradient fractionation (total mRNA) and polysome-associated RNA (polysomal RNA) from *IME4*/*IME4 rme1-S288C*/*rme1-S288C* and *IME4*/*IME4 rme1-10*/*rme1-10* cells incubated in SPO media for 5 h. Individual values, means, and s.d. from three biological replicates. Two-way analysis of variance *p* values are indicated. Because this experiment was performed together with the one shown in Fig. 2c, the results for *RME1* mRNA in the *IME4* background in Fig. 2c are re-plotted in this panel for the *rme1-S288C* background. Source data are provided in a Source Data file. **c** RNA-seq data from *rme1-S288C* homozygotes and *rme1-10* homozygotes incubated for 5 h in SPO media. Data from three biological replicates are presented as normalized counts in *rme1-10*, divided by normalized counts in *rme1-S288C*. **d** Flow cytometric analysis of DNA content over a meiotic time course in *IME4*/*IME4 rme1-10*/*rme1-10* compared to *IME4*/*IME4 rme1-S288C*/*rme1-S288C* and *ime4-cat*/*ime4-cat rme1-S288C*/*rme1-S288C*. Cells were incubated for 24 h at 30 °C or 37 °C, as indicated. Means, individual values, and s.d. from three biological replicates. *p = 0.011, **p = 0.034, two-tailed *t* test. Source data are provided in a Source Data file

### *RME1* 3′ UTR m^6^A regulates meiotic DNA replication

As expected from increased Rme1p production, *IME4*/*IME4 rme1-10*/*rme1-10* cells were defective in DNA replication compared to *IME4*/*IME4 rme1-S288C*/*rme1-S288C* cells (Fig. 5d). The DNA-replication defect was less severe than that of *ime4-cat*/*ime4-cat S288C*/*rme1-S288C* cells, suggesting that the m^6^A activity of Ime4p also acts on other targets (or other sites on *RME1*) to promote meiotic DNA synthesis. Nonetheless, the single-nucleotide substitution in the m^6^A site of *rme1-10* was sufficient to reduce meiotic DNA replication by 24%, accounting for nearly one third of the replication defect due to complete loss of m^6^A in *ime4-cat*/*ime4-cat* cells. The effect of *rme1-10* was even greater at 37 °C, a restrictive temperature that decreases meiotic efficiency: *me1-10*/*rme1-10* cells had a 38% reduction in DNA replication compared to *IME4*/*IME4* cells, accounting for half of the replication defect in *ime4-cat*/*ime4-cat* cells. Thus this single m^6^A site within *RME1* is required to dampen Rme1p production and enable efficient meiosis.

## Discussion

The presence of the *RME1-S288C* allele in most laboratory strains including S288C, Sigma127b, W303, and RM11 (Supplementary Fig. 1a) suggests that these strains have been selected for a strict mitosis–meiosis dichotomy. The highly sporulating SK1 is an outlier among laboratory strains as it carries the hypomorphic *RME1-SK1A* allele, which has a promoter mutation that reduces transcription of the *RME1* repressor. Our data show that the requirement for *IME4* and its catalytic methyltransferase function for meiosis is dependent upon the particular allele of *RME1* carried by a strain. The SK288C strain is an excellent host for this analysis because it can be assessed for meiotic proficiency either with the fully functional *rme1-S288C* allele or with the hypomorphic *RME1-SK1* allele. In a strain carrying the *rme1-S288C* allele, Ime4p and its catalytic methyltransferase function are required for efficient meiosis: meiotic DNA replication is abolished in *ime4-Δ*/*ime4-Δ* cells and severely reduced in *ime4-cat*/*ime4-cat* cells (Fig. 3a). By contrast, meiotic DNA replication proceeds effectively in a strain carrying the *RME1-SK1A* allele without *IME4* function (*ime4-Δ*/*ime4-Δ*), albeit at a slightly reduced rate. These results show that meiotic mRNA methylation is required only when *RME1* is highly expressed; *IME4* function is necessary to overcome repression of the meiotic program enforced by high levels of *RME1* mRNA. Moreover, a small difference in *RME1* transcription (two-fold) has a dramatic effect on meiotic DNA synthesis, implying that meiotic progression is very sensitive to the levels of *RME1* (Supplementary Fig. 3a, b).

Ime4p m^6^A methyltransferase activity is needed to reduce expression of *RME1* mRNA (Fig. 2c). This downregulation is important because expression of *RME1* mRNA continues throughout meiosis (Fig. 1b)^65^. Given the posttranscriptional nature of the m^6^A modification, the lower mRNA expression level is presumably mediated by the destabilization of modified *RME1* mRNA. Rme1p represses *IME1*, the transcriptional activator of meiosis; consequently, downregulation of *RME1* enables meiotic entry by relieving repression of *IME1* and permitting subsequent DNA replication. By contrast, in strains in which *RME1* is deleted or in strains that harbor the poorly expressed *RME1-SK1A* allele, m^6^A is dispensable for *IME1* expression and subsequent DNA replication (Figs. 2e and 3a). This observation positions *IME4* as an upstream inhibitor of *RME1* repression of *IME1* (Fig. 3e). This upstream placement explains previous observations that *IME4* is required for *IME1* induction in some strains but not in the SK1 strain^6,10^.

This model in which *IME4* functions upstream of *RME1* for meiotic initiation is supported by epistasis analysis of DNA replication in the single and double *IME4* and *RME1* deletion strains. If *IME4* and *RME1* are in the same pathway, only one of the eight possible models is consistent with experimental data: *IME4* represses *RME1*, which represses DNA replication (Fig. 3a and Supplementary Table 3). Although *ime4-Δ*/*ime4-Δ* cells cannot replicate their DNA in the *RME1-S288C* background at any detectable level, *ime4-cat*/*ime4-cat* cells show only a ~75% reduction in DNA replication. Perhaps the effect of Ime4p on its target mRNAs is partially mediated through its interaction with the methylated transcript, in which case, m^6^A might function to stabilize this protein–RNA interaction. In this scenario, Ime4p-cat might still be able to bind its target mRNA with reduced affinity in the absence of its m^6^A catalytic activity, which would explain its intermediate phenotype compared to *ime4-Δ*.

Our results show that the *RME1* 3′ UTR harbors a functional m^6^A site at +129A (Fig. 4d, e): the *rme1-10* mRNA that lacks the m^6^A site has significantly increased mRNA levels compared to wild-type *RME1* mRNA (Fig. 5b). As a result, *IME4*/*IME4 rme1-10*/*rme1-10* cells have reduced DNA replication compared to *IME4*/*IME4 rme1-S288C*/*rme1-S288C* cells. The single-nucleotide substitution in the *RME1* 3′ UTR accounts for ~1/3 to ~1/2 of the defect in *ime4-cat*/*ime4-cat* cells, validating the relevance of this m^6^A site to the meiotic program (Supplementary Fig. 5c and Fig. 5d). The increase of *RME1* mRNA levels in *IME4*/*IME4 rme1-10*/*rme1-10* cells suggests a destabilizing effect for m^6^A on *RME1* transcripts. This is consistent with a role for m^6^A in mRNA destabilization in mammals mediated by the reader protein YTHDF2^29^, which has a homolog in yeast *MRB1*^23^.

Previous studies have used anti-m^6^A IP or anti-m^6^A crosslink IP followed by RNA-seq (m^6^A-seq and miCLIP, respectively) to map thousands of m^6^A sites in the transcriptomes of various cell types in numerous eukaryotes in which m^6^A plays developmental roles^13,15,21–24^. Despite this wealth of m^6^A data and the global effects of perturbing m^6^A deposition and recognition, little is known about the physiological relevance of individual m^6^A sites. However, at least three specific regulatory sites have been validated by mutational analysis: (1) An intronic m^6^A causes intron retention and rapid degradation of the SAM synthase mRNA when SAM levels are high;^25,50^ (2) in the 5′ UTR of mammalian *ATF4* mRNA, m^6^A directs upstream-open reading frame (ORF)-mediated alternative translation during amino acid starvation;^52^ (3) in the 5′ UTR of mammalian *HSP70* mRNA, m^6^A enables cap-independent translation during heat shock^51^. Thus yeast *RME1* provides the founding example of a consequential modification site within an mRNA 3′ UTR.

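The site can be placed on the reference genome. In the R64 assembly of *S. cerevisiae*, on which the study's Ensembl annotation is also built, the *RME1* coding sequence runs on the minus strand of chromosome VII and ends with a TAG stop codon at positions 582990 to 582992. Counted from 1 at the first base after the stop codon, base 129 is position 582861. The mRNA carries an A there, and the forward strand of the chromosome a T. The 15 bases that Fig. 5a prints around the site, ACUAUGGACACUUGC in the mRNA, match positions 582854 to 582868 read on the minus strand and occur once in the genome. In the sense of the mRNA, the 41 bases centred on the site are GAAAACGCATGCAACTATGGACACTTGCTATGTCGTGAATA. The *rme1-10* allele differs from this sequence by the substitution A129T. The annotation holds no gene over the site. It gives no UTRs, so the 3′ UTR is the study's own extension of *RME1*. The next gene downstream, *NQM1* (YGR043C), lies on the same strand and begins at position 581436, 1425 bases beyond the site.

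The primers of the MazF assay each match the genome once. P1 lies at 582862 to 582881, with its 3′ end on the base just before the site in the mRNA, and P2 lies at 582822 to 582840 on the other side of it. The 60-base product of P1 and P2 holds 1 ACA, the one that contains the A of the site. P3 and P4 lie within the coding sequence, at 583761 to 583780 and at 583691 to 583711, and their 90-base product holds 0 ACA.

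**Figure D2:**
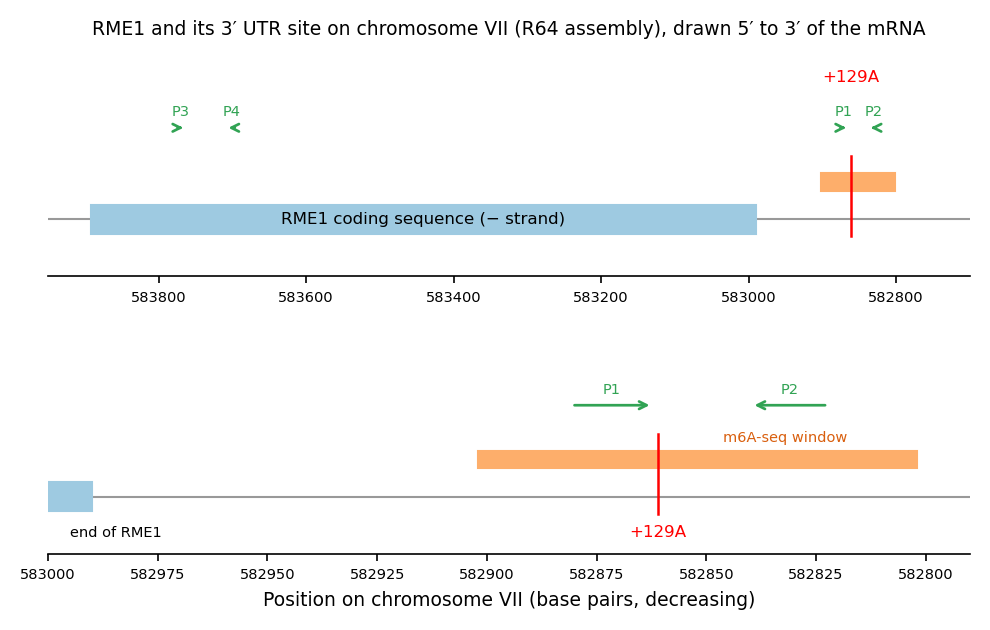
Map of *RME1* on chromosome VII of the R64 assembly, with positions in base pairs that decrease to the right so that the mRNA reads from left to right. The blue box is the coding sequence, the red line base 129 after the stop codon (position 582861), the orange bar the m6A-seq window that Supplementary Data 1 lists from 582802 to 582901, and the green arrows the primers in the direction of synthesis. The lower map enlarges the region after the stop codon, where P1 and P2 lie on either side of the site.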

## Methods

### Strains and sporulation

Strain genotypes are shown in (Supplementary Table 1). Unless otherwise noted, all strains were constructed in the SK288C background^54,55^. To induce meiosis and sporulation, cells were grown in YPD (1% yeast extract, 2% peptone) supplemented with 4% glucose for 25 h at 30 °C with shaking and diluted to OD600 = 0.2 in BYTA media^66^ (1% yeast extract, 2% tryptone, 1% potassium acetate, 50 mM potassium phthalate) and grown for an additional 16.5 h at 30 °C with shaking. Next, cells were washed once with water, re-suspended in SPO media (0.3% potassium acetate) to OD600 = 2, and incubated at 30 °C with shaking.

### *RME1* phylogenetic analysis

Sequence of the *RME1* ORF and 500 nt upstream region in different strains of *S. cerevisiae* were obtained from aligned, assembled genomes from the Sanger Institute’s Saccharomyces Genome Resequencing project (https://www.sanger.ac.uk/research/projects/genomeinformatics/sgrp.html) using the alicat.pl tool, and the Sigma 1278b genome^67^. A maximum likelihood phylogenetic tree was generated with dnaml^68^ and visualized with ClustalX^69^.

### Quantitative reverse transcription PCR

RNA was extracted as follows: Frozen cells (~24 OD600) were disrupted by vortexing in 600 μl AE buffer (50 mM sodium acetate, 10 mM EDTA, 1% SDS) and 600 μl acid phenol (Fisher Scientific) in the presence of ~100 μl acid-washed glass beads (Sigma) at 4 °C for 5 min. RNA was extracted by incubation in phenol at 65 °C for 10 min. Next, cells were vortexed again as before, incubated at 65 °C for 10 min, vortexed, and spun down at 18,400 × *g* for 10 min at 4 °C. The aqueous top phase was transferred to a new tube and extracted again in phenol. After another spin down and transfer to a new tube, RNA was extracted in 400 μl chloroform followed by ethanol precipitation. cDNA was made with SuperScript III (Life Technologies) using random hexamers or gene-specific primers from 1 μg of total RNA. RT-pPCR was performed using SYBR green PCR master mix (Life Technologies) with primers listed in Supplementary Table 2 on Applied Biosystem 7500 or QuantStudio 5 instruments.

### Western blotting

Ten OD600 of 2 OD/ml meiotic cells or cells grown to ~1 OD600/ml in YPD were collected by centrifugation, re-suspended in 1 ml water, spun down briefly, re-suspended in 5% w/v trichloroacetic acid, and incubated on ice for at least 10 min. Cells were then spun down at 18,400 × *g* for 2 min, and the supernatant was aspirated. The pellet was then washed in 500 μl non-pH-ed Tris to adjust the pH. After another centrifugation of cells and aspiration of the supernatant, the pellet was re-suspended in 140 μl of water. Next, 20 μl of 1 M DTT and 40 μl of 5× SDS loading buffer were added. Samples were then incubated for 5 min in a boiling water bath, put on ice, and vortexed just before gel electrophoresis using BioRad Criterion 10% Tris-HCl precast gels at 100 V for ~5–10 min and then at 120 V for ~90 min in Tris glycine SDS buffer. The gel was washed twice in water to remove SDS and equilibrated in transfer buffer (Tris glycine buffer with 15% methanol). Proteins were then transferred onto PVDF membranes (0.45-μM pore, Millipore) pre-incubated in methanol overnight at 15 V at 4 °C. Next, membranes were blocked in 5% milk in TBST (TBS buffer with 0.1% Tween 20) for 1 h at room temperature with shaking. Next, membranes were blotted with the following antibodies at the following dilutions in 5% milk TBST for 1 h at room temperature with shaking: M2 anti-FLAG-HRP (1:25,000, Sigma A8592-2MG), anti-Pgk1-HRP (1:500,000, Abcam 22C5D8), 10F3 anti-HA-HRP (1:10,000, Roche 12 013 819 001), and P4D1 anti-Ub-HRP (1:10,000, Enzo BML-PW0935-0025). Membranes were then briefly washed twice in TBST, followed by 5 more washes for 5 min each with shaking. Next, membranes were developed with supersignal West femto (Life Sciences) for 5 min before imaging with BioRad ChemiDoc XRS+ imaging system. For quantifications, a dilution series from each sample was first run to test signal linear range for each antibody. Proteins levels were then normalized to Pgk1p loading control using the Image J software. Uncropped and unprocessed blot images are in the Source Data file.

### Protein IP

Cells from meiotic cultures incubated for 5 h in SPO were harvested by vacuum filtration and flash frozen in liquid nitrogen. Pellets were resuspended in 1 ml IP lysis buffer (50 mM HEPES pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.1% deoxycholate, 5 mM EDTA, 1× cOmplete Mini EDTA-free protease inhibitor) and lysed by vortexing twice for 5 min with 200 μl acid-washed glass beads (Sigma) at 4 °C. Lysates were then cleared by centrifugation in a microcentrifuge at 21,100 × *g* for 10 min at 4 °C. Supernatants were transferred to new tubes and 40 μl were kept aside as input. In all, 25 μl per sample of M2 anti-FLAG magnetic beads (Sigma M8823) were washed twice in 200 μl IP lysis buffer and then added to each protein lysate sample followed by an overnight incubation on a rotating rack at 4 °C. The next morning, IP samples were washed 3 times in 900 μl ice-cold IP lysis buffer with vortexing and 5 min incubation on ice after each wash. Next, FLAG-Rme1p was eluted using 100 μg/ml FLAG peptide (Sigma) in lysis buffer. Three 100-μl elutions were done per sample and pooled. Eluted proteins were then precipitated by addition of 4 volumes of acetone pre-chilled overnight to −20 °C. Samples were incubated at −20 °C for 1 h and centrifuged at 15,000 × *g* for 10 min at 4 °C. Pellets were then washed in 1 ml chilled acetone and incubated at −20 °C for 1 h followed by another centrifugation as before. Next, protein pellets were dried in a biosafety hood, taking care not to over dry the pellets, and resuspended in 40 μl of purified water. Six microliters of 1 M DTT were added and samples were vortexed, then 11.5 5× sample buffer were added following by another vortex and boiling of samples prior to SDS-polyacrylamide gel electrophoresis and western blotting as described above.

### mRNA purification for m^6^A IP

Total RNA was extracted from cells harvested by vacuum filtration and flash frozen in liquid nitrogen using hot acid phenol as described above. mRNA was purified by 2 rounds of polyA selection as follows: 50 μl of SeraMag Oligo dT magnetic beads (GE Healthcare) were used per 100 μg total RNA. RNA was diluted to 1 μg/μl using RNase-free water (Life Technologies). Beads were washed twice in 2× RNA-binding buffer (NEB #E7492AA) and re-suspended in 100 μl 2× RNA-binding buffer. 100 μl total RNA were then added and samples were vortexed gently. Samples were then incubated at 65 °C for 5 min followed by 5 min at 4 °C. After gentle vortexing, samples were placed on a rotating rack for 15 min at 25 °C. Next, beads were placed on a magnetic rack and the supernatant was removed. Beads were washed 3 times in 200 μl Wash buffer (NEB #E7493AA). Next, the supernatant was discarded and beads were resuspended 50 μl Tris buffer (NEB #E7496A). Samples were incubated at 80 °C for 2 min, then at 25 °C for 5 min. Next, 50 μl of 2× RNA-binding buffer were added and the samples were gently vortexed and placed on the rotating rack again for 15 min. Next, samples were placed on the magnetic rack and the supernatant was removed. Beads were washed twice in 200 μl Wash buffer. The Wash buffer was then removed with the magnetic rack. To ensure complete removal of the Wash buffer, samples were then centrifuged briefly, placed back on the magnetic rack, and residual buffer was removed. mRNA was then eluted by addition of 10 μl Tris buffer, mixing by pipetting, and incubating at 80 °C for 2 min, then immediately placing the tubes on the magnetic rack. mRNA was transferred to a new tube and 1 μl was used for size distribution evaluation with Agilent Bioanalyzer to ensure that the mRNA is intact.

### m^6^A IP for m^6^A-Seq

m^6^A IP followed the procedure described in refs, ^21,23,70^ for three wild-type and three *ime4-cat* samples with some modifications as follows:

mRNA purified as described above from meiotic cells incubated for 5 h in SPO was fragmented using RNA Fragmentation Reagents (Life Technologies) by incubation at 70 °C for 2 min in a total volume of 10 μl. This resulted in fragments mostly around 70–120 nucleotides long as assessed using an Agilent Bioanalyzer. The volume was raised to 100 μl with RNase-free water and ethanol precipitated with 2 μl Glycogen Blue (Life Technologies).

Fragmented mRNA was re-suspended following ethanol precipitation in 13.5 μl RNase-free water. Then 0.5 μl Murine RNase inhibitor (NEB #M0314) was added, followed by 2 μl of 10× T4 polynucleotide kinase buffer (PKN, NEB #B0201), 1 μl T4 PKN enzyme (NEB #M0201), and 1 μl TURBO DNAse (Life Technologies). The total volume was 18 μl. Samples were then incubated at 37 °C for 30 min, and then 2 μl of 10 mM ATP were added and incubation resumed at 37 °C for another 30 min. This resulted in RNA fragments with a 5′-phosphate and a 3′-OH for subsequent library construction. The volume was then raised to 100 μl with RNase-free water and RNA was ethanol precipitated with 2 μl Glycogen Blue.

Following ethanol precipitation, fragmented, end-repaired mRNAs were re-suspended in 100 μl IPP buffer (150 mM NaCl, 0.1% IGEPAL CA-630 [Sigma], 10 mM Tris-HCl, pH 7.5). Ten microliters were set aside as input. Twenty-five microliters of Protein G magnetic beads (NEB) per sample were washed twice in IPP buffer and then resuspended in IPP buffer. Two microliters of anti-m^6^A antibody (Synaptic Systems #202 003) per sample were added to the beads and incubated on a rotating rack at room temperature for 30 min. Next, beads were washed twice in IPP buffer, re-suspended in 25 μl IPP buffer per sample, and 2 μl of RNase OUT (Life Technologies) per sample were added and the beads were kept on ice. Ninety microliters of fragmented mRNA were incubated at 70 °C for 5 min, then added to the beads and incubated at 4 °C for 2 h on a rotating rack. Next, beads were washed three times in IPP buffer, transferred to a new tube, and washed two more times. The beads were then centrifuged briefly and returned to the magnetic rack to remove residual IPP buffer. Antibody-bound RNA was then eluted using 30 μl of RLT buffer (Qiagen). Next, input and IP samples volumes were made up to 100 μl with RNase-free water, and RNA was ethanol precipitated with 2 μl Glycogen Blue.

Input and IP samples were re-suspended in 7 μl of RNase-free water. One microliter was used for determining RNA concentration with Agilent Bioanalyzer and the rest were used for library construction using NEBNext Multiplex Small RNA Library Prep Set of Illumina with primer set 2 (NEB #E7580S), according to the kit’s instructions. Adapters were diluted 1:3 and libraries were amplified with 15 PCR cycles. Libraries were run on an Agilent Bioanalyzer HS DNA chip, and using this data, the libraries were subsequently pooled so that the amounts of material between 160 and 270 bp were equal (ng). The final pooled library was size-selected on a PippinHT using a protocol set to elute from 140 to 280 bp, ensuring that fragments within the target of 160–270 bp were captured.

Following pooling of barcoded libraries, products were size selected to 140–270 bp using a Pippin prep and sequenced on an Illumina HiSeq generating 75 × 75 paired end reads.

### UTR extensions

All reads were quality controlled and adaptors removed using FASTX Toolkit (v 0.0.14) and cutadapt (v1.16). Since the Ensembl R64-1-1-80 (sacCer3) transcriptome annotations do not include UTRs, we computationally extended canonical gene 5′ and 3′ UTRs using RNA-Seq data from *S. cerevisiae*  SK288C 5 h meiotic cells. Using bowtie2 (v2.3.4.1), we mapped reads to the Ensembl R64-1-1-80 (sacCer3) genome in a strand-specific fashion and calculated per-base coverage for each annotated gene using the bedtools commands “bamtobed” and “genomeCoverageBed”^71^. The strand-specific per-base coverage was used to extend each UTR one base at a time until the coverage fell below 1/3 of the ORF’s median coverage, intersected an adjacent ORF, or reached 500 nt. UTR length was defined as the median length across all six input samples (three wild-type and three ime4-cat replicates).

### Read alignment

Reads were subsequently mapped against the Ensembl R64-1-1-80 (sacCer3) genome using Tophat2 (v2.1.1)^72^ with a custom GTF file of the transcriptome that including UTR extensions (as defined above). In addition, we used the options “–max-multihits 1–prefilter-multihits.” To connect each read pair, the Tophat2 output bam file was converted into a bedpe file with bedtools (v2.27) and this file was subsequently used to calculate per base coverages for each gene by using bedtools “genomeCoverageBed”^73^.

### Detection of m^6^A sites

Detection of m^6^A sites followed the procedure outlined in ref. ^23^. Briefly, putative m^6^A sites were identified using the following method: (1) Examination of the IP samples to identify m^6^A peaks within annotated genes including UTR extensions that were enriched compared to overall gene levels. (2) Comparison of IP to input enrichments (for wild-type and *ime4-cat* samples) to identify IP-specific peaks not present in inputs. (3) Comparison of wild-type and *ime4-cat* samples to identify WT-specific peaks not present in *ime4-cat*.

1. Peak detection: Genes with median expression >0 in all six IP samples were analyzed for potential m^6^A peaks. To identify peaks in the IP samples, each gene was scanned using sliding windows of 100 bases with a 50-base overlap. Each window was scored by calculating the mean coverage across the window divided by the median coverage of the gene. Windows having an enrichment score of >3 and a mean read depth of >10 were identified as peaks.
2. Identification of IP-specific peaks: The peak detection step was repeated for each input sample. Peaks present in IP and not in input were retained for all subsequent analyses.
3. Identification of wild-type-specific peaks: All peaks passing steps 1 and 2 in at least one sample were retained, and adjacent peaks were merged. For each merged peak, we recalculated the enrichment score as defined in step 1. m^6^A-dependent peaks were defined as those with a wild-type enrichment score divided by the *ime4-cat* enrichment score of at least 1.75, with the remaining peaks described as m^6^A independent. The summit of each peak was defined as the position with the highest coverage.

### Motif mapping and distance to the nearest motif

We calculated the distance from each of the 118 peak summits enriched in at least 2-fold in wild type compared to *ime4-cat* to the nearest RGAC motif on the same strand. As a control, we used 118 randomly selected summits from the m^6^A-independent peaks. As described in ref. ^23^, we identified 58 m^6^A-dependent summits within 5 nt of the nearest RGAC motif, extracted 24 nt centered on this motif, and used those as inputs for MEME (v5.0.0)^74^ to determine the consensus m^6^A motif.

### Metagene m^6^A-gene distribution

The position of each of the 118 m^6^A-dependent peak summits was expressed as a fraction of the corresponding gene’s transcript length. As a control, we performed the same analysis on the lowest scoring 118 m^6^A-independent peak summits.

### Gene ontology

GO categories analysis was carried using YeastMine (yeastmine.yeastgenome.org).

### m^6^A IP for RT-qPCR

Total RNA from meiotic cells incubated for 5 h in SPO was prepared as described above. One hundred micrograms of total RNA were spiked with 10 pg of in vitro transcribed Luciferase polyadenylated mRNA (Promega) for normalization, and mRNA was purified as described above and assayed using an Agilent Bioanalyzer. IP was done in the same way as for m^6^A-seq, except that intact rather than fragmented mRNA was used. cDNA from input and IP samples was generated with SuperScript III (Life Technonolgies) using 200 ng of mRNA. RT-pPCR was performed using SYBR green PCR master mix (Life Technologies) with primers listed in Supplementary Table 2 on an Applied Biosystem QuantStudio 5 instrument.

### Polysome profiling

All cultures were rapidly harvested by vacuum filtration and flash frozen in liquid nitrogen. Frozen pellets were mechanically lysed using a Sample Prep 6870 Freezer/Mill (Spex SamplePrep; 10 cycles of 2 min on, 2 min off at setting 10). Lysate powder was aliquoted and stored at −80 °C.

Crude lysates were prepared by re-suspending an aliquot of thawed lysate powder (approximately 800 μl of loosely packed powder, kept on ice for 3 min before re-suspension) in 1 ml of lysis buffer (10 mM Tris-HCl [pH 7.4], 5 mM MgCl_2_, 100 mM KCl, 1% Triton X-100, 1% Sodium Deoxycholate, 2 mM DTT, 0.4 mM cycloheximide, 20 U/ml SUPERase•In [Ambion], cOmplete EDTA-free Protease Inhibitor Cocktail [Roche]). The lysates were placed on a rotator mixer at 4 °C for 5 min to allow for re-suspension. Following brief vortexing, lysates were centrifuged at 1300 × *g* for 10 min, and 800 μl of the supernatant was loaded onto a 12.5 ml linear 10–50% (w/v) sucrose gradient (20 mM HEPES-KOH [pH 7.4], 5 mM MgCl_2_, 100 mM KCl, 2 mM DTT, 0.4 mM cycloheximide, 20 U/ml SUPERase•In). Gradients were centrifuged in a pre-chilled SW-41 Ti rotor at 222,000 × *g* *r*_max_ (acceleration mark “1,” deceleration mark “7”) for 2 h at 4 °C. Gradients were fractionated using a Piston Gradient Fractionator (Biocomp) in 1 ml fractions. *A*_254_ was monitored using an Econo UV Monitor (Biorad) and Gradient Profiler software (Biocomp, v2.07). Polysome fractions from each sample were pooled.

SDS (2%) with 40 μg/ml Proteinase K in RNase-free water was added 1:1 to pooled polysome or re-suspended input lysate in 15-ml conical tubes, followed by incubation for 30 min at 42 °C in an Eppendorf Thermomixer with shaking at 550 rpm. Then 2 ml of acid phenol were added and the samples were vortexed and incubated at 42 °C for another 5 min. Samples were then transferred to new tubes and spun down at 9400 × *g* for 10 min. The aqueous phases were transferred to new tubes and extracted with 2 ml chloroform followed by another vortex and centrifugation as before. The aqueous phases were moved to new tubes and RNA was precipitated by adding 200 μl sodium acetate, vortex, 4 μl Glycogen Blue (Life Technologies), vortex, and 2 ml isopropanol followed by overnight incubation at −20 °C. The next day, samples were centrifuged and RNA was re-suspended in 1 ml 70% ethanol in RNase-free water and moved to 1.5 ml microcentrifuge tubes, followed by 30 min centrifugation at 18,400 × *g* at 4 °C. RNA samples were re-suspended in RNase-free water.

mRNA from total RNA prior to gradient fractionation and from pooled polysomal fractions was purified as described above and used for library construction with the NEBNext Ultra RNA Library Prep Kit for Illumina (#E7530S), according to the manufacturer’s instructions.

### MazF mRNA restriction followed by PCR assay

Two hundred nanograms of polyA-selected mRNA from 5 h meiotic cells were denatured at 70 °C for 2 min and placed on ice. Next, 4 μl MazF buffer and 0.5 μl RNase inhibitor (NEB, M0314L) were added, and the volume was made up to 19 μl with RNase-free water. Next, 1 μl (20 U) of MazF (TaKaRa 2415A) were added and the samples were incubated at 37 °C for 2 h before ethanol precipitation with glycogen blue as described above. Next, RNA was resuspended in 8 μl RNAse-free water and cDNA was synthesized using SuperScript III with random hexamers (Life Technologies 18080–051) according to the manufacturer’s instructions. Two microliters of the resulting cDNA were used in subsequent PCR reactions using EmeraldAmp GT PCR master mix (TaKaRa RR310), and the products were run on a 2% agarose TBE gel stained with SYBER safe (Life Technologies S33102).

### Flow cytometric measurements of DNA replication

Five hundred microliters of meiotic cells were fixed in 1.5 ml 100% EtOH for at least 1 h in room temperature or overnight at 4 °C. Cells were then spun down briefly and re-suspended in 500 μl of 50 mM sodium citrate containing 40 μg/ml RNase A (Sigma), vortexed, and incubated at 50 °C for 1 h. Next, 10 μl of 20 μg/μl Proteinase K (Life Technologies) were added to each sample for another 1 h incubation at 50 °C followed by vortexing. Five hundred microliters of SYTOX green (Life Technologies) diluted 1:250 in 50 mM sodium citrate were then added to each sample. After vortexing, cells were transferred to 5 ml FACS tubes and analyzed using a BD CantoII instrument and BD FACS Diva software. Single cells were gated based on forward and side scattering, FITC-A, and FITC-W. Ten thousand events were counted per sample. Data were analyzed using the FlowJo 10 software.

### Meiotic division assay

Two hundred microliters of meiotic cells incubated for 24 h in SPO media were fixed in 500 μl 100% ethanol for at least 1 h at room temperature. Cells were centrifuged briefly and resuspended in 100 μl of 1 μg/ml DAPI in water and imaged using Nikon Eclipse Ti fluorescence microscope at ×100 magnification. Cells were counted and the percentage of cells with more than one nucleus was calculated.

### Sporulation assay

Two hundred microliters of meiotic cells incubated for 48 h in SPO media were fixed in 500 μl 100% ethanol for at least 1 h at room temperature. Cells were centrifuged briefly and resuspended in 100 μl water and imaged using Nikon Eclipse Ti fluorescence microscope at ×100 magnification. Cells were counted and the percentage of asci was calculated.

### Statistics and reproducibility

All statistical data were calculated using GraphPad Prism 7. Comparisons of data in Figs. 2c and 4f were performed using two-way analysis of variance. Fisher’s Exact Test was used for Supplementary Fig. 4d. For all other comparisons, two-tailed *t* tests were used. All experiments were repeated three times or performed in triplicates unless otherwise indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Source Data

## Data Availability

A reporting summary for this article is available as a Supplementary Information file. The source data underlying Figs. 1b–d, 2a–f, 3a–c, 4d, e, and 5b, d and Supplementary Fig. 1b–e are provided as a Source Data file. Sequencing data have been deposited in the NCBI Gene Expression Omnibus and are accessible through series accession number GSE130104. All data are available from the corresponding authors upon reasonable request.

# Supplementary material for: m6A modification of a 3′ UTR site reduces RME1 mRNA levels to promote meiosis
**Source:** Nat Commun. 2019 Jul 30;10:3414. doi: 10.1038/s41467-019-11232-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information for

m<sup>6</sup>A modification of a 3' UTR site reduces *RME1* mRNA levels to promote meiosis

Bushkin *et al.*

Supplementary Fig. 1

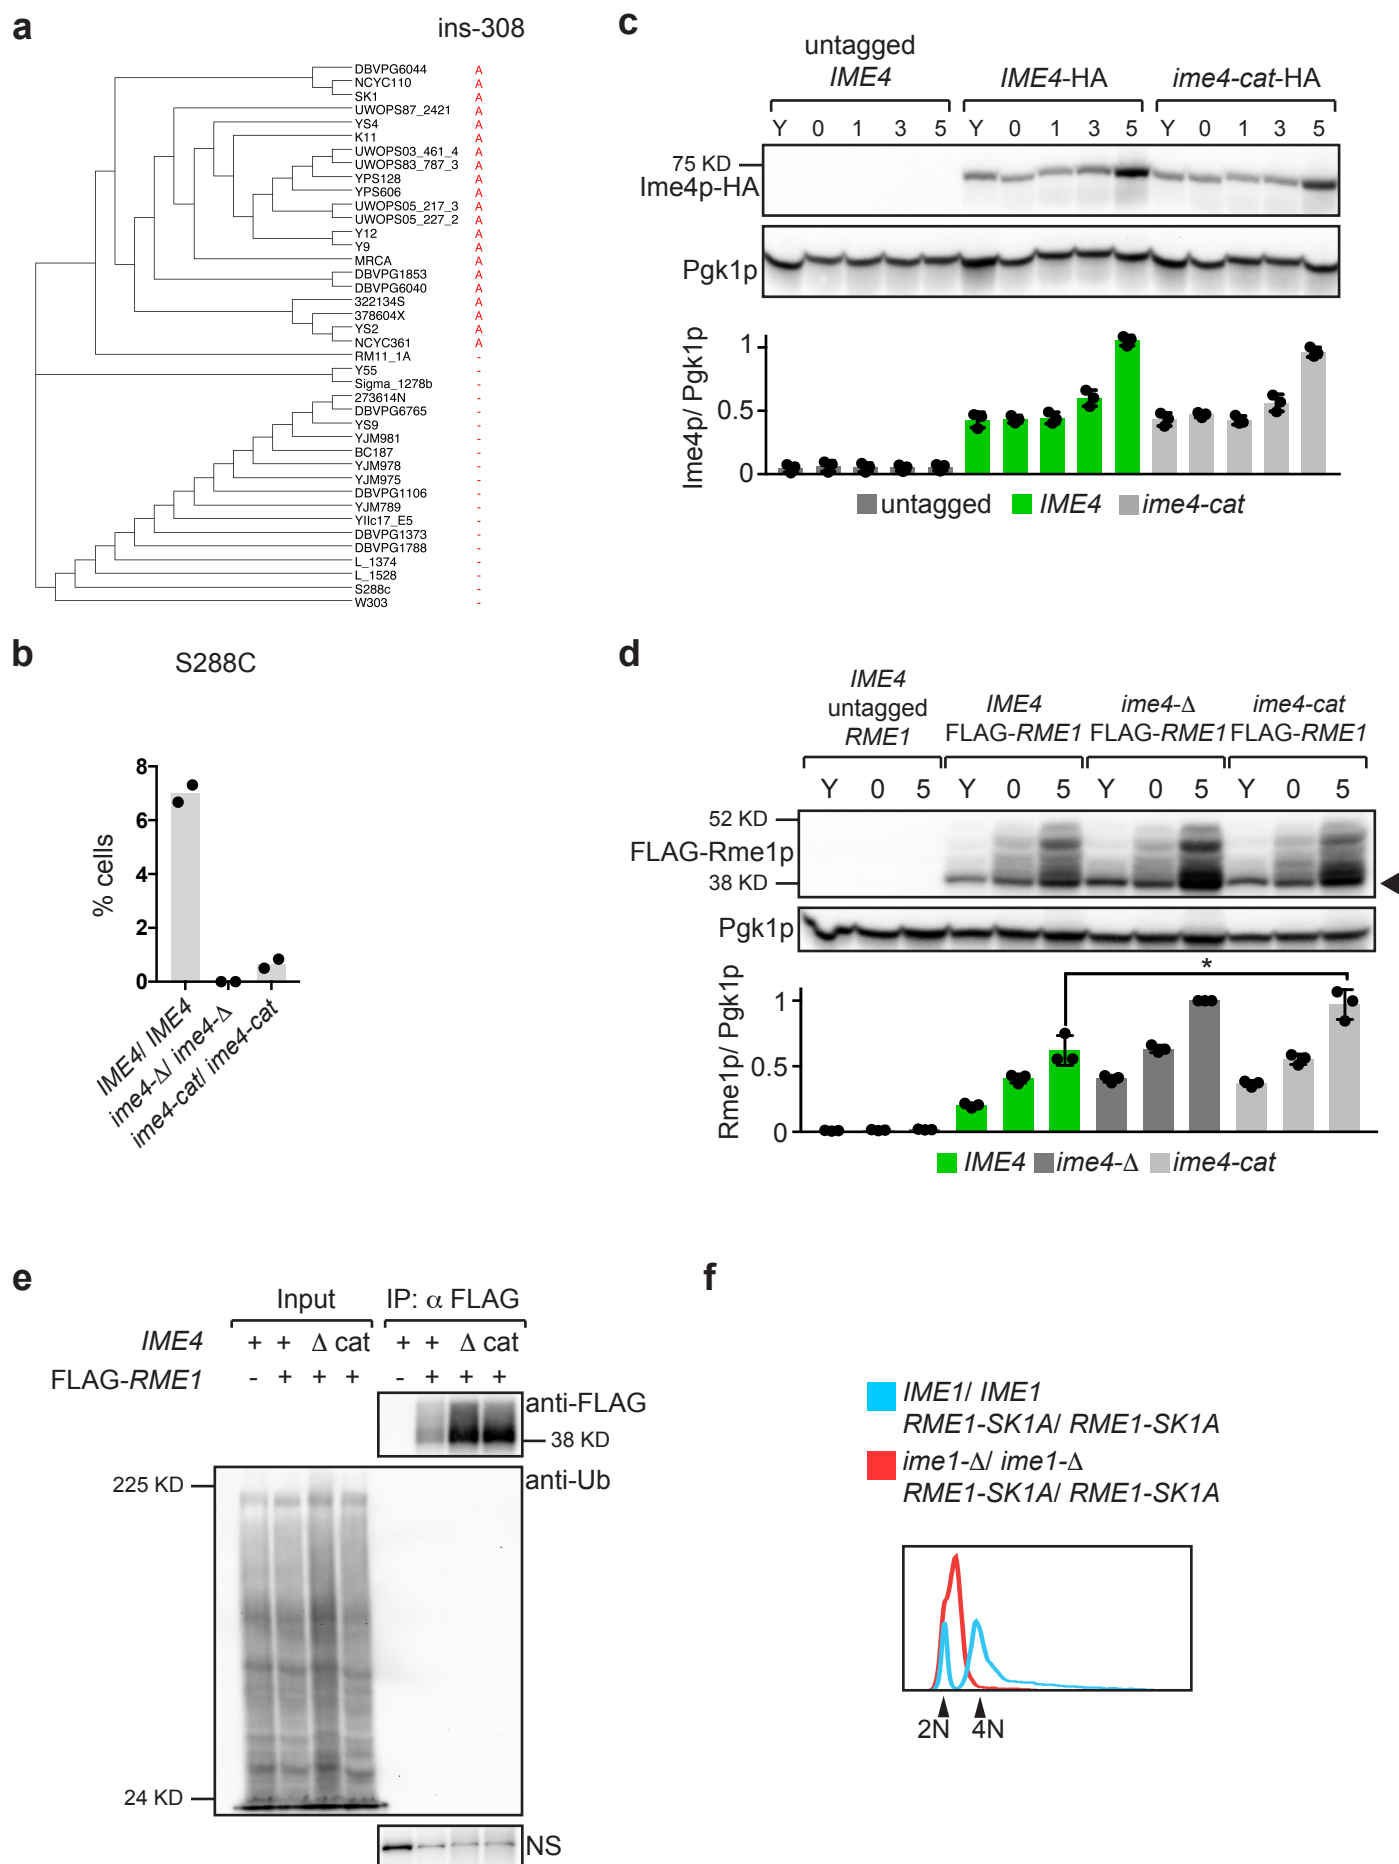

**Supplementary Figure 1: *RME1* alleles in various strains. *IME4* is required for sporulation in S288C. Rme1p and lme4p expression. *IME1* is required for DNA replication.**

- a) A phylogenetic tree of *RME1* ORF and 500 nucleotides upstream of it in various strains. The presence or absence of ins-308A is indicated in red. Most common lab strains, including S288C, W303, Sigma, and RM11, do not contain the insertion.
- b) Meiotic nuclear divisions in *IME4/IME4* and *ime4* mutants in the S288C strain as assayed by DAPI staining of nuclei after 24 hours in SPO medium. The percent of cells with two or more nuclei is indicated on the y-axis. Means and individual values from two experiments. At least 200 cells were counted per strain per experiment. Source data are provided in a Source Data file.
- c) Western blot showing lme4p and lme4p-cat expression in exponential growth in YPD (Y), and during a time course in meiosis (0-5 hours). Pgk1p serves as loading control. A quantification of blots from three experiments is on the bottom with means, individual values, and s.d.. Source data are provided in a Source Data file.
- d) Western blot showing Rme1p expression in indicated homozygous *IME4* backgrounds in logarithmic growth in YPD (Y) and meiosis (0 and 5 hours). An arrowhead marks the unmodified form of Rme1p. Pgk1p serves as loading control. A quantification of blots from three experiments is on the bottom with means, individual values, and s.d.. \*p=0.019, two-tailed t-test. Source data are provided in a Source Data file.
- e) Immunoprecipitation (IP) of tagged Rme1p from meiotic cells incubated in SPO media for 5 hours with an anti-FLAG antibody, followed by Western blotting with anti-FLAG and anti-Ubiquitin antibodies. Cell lysates before IP were used as controls for the anti-Ubiquitin antibody (Input). A non-specific anti-FLAG reactive band serves as loading control for the IP (NS). Source data are provided in a Source Data file.
- f) Flow cytometry analysis of DNA content in *IME1/IME1* and *ime1-Δ/ime1-Δ* cells, both in the *RME1-SK1A/RME1-SK1A* background. Cells were incubated for 24 hours in SPO media.

Supplementary Fig. 2

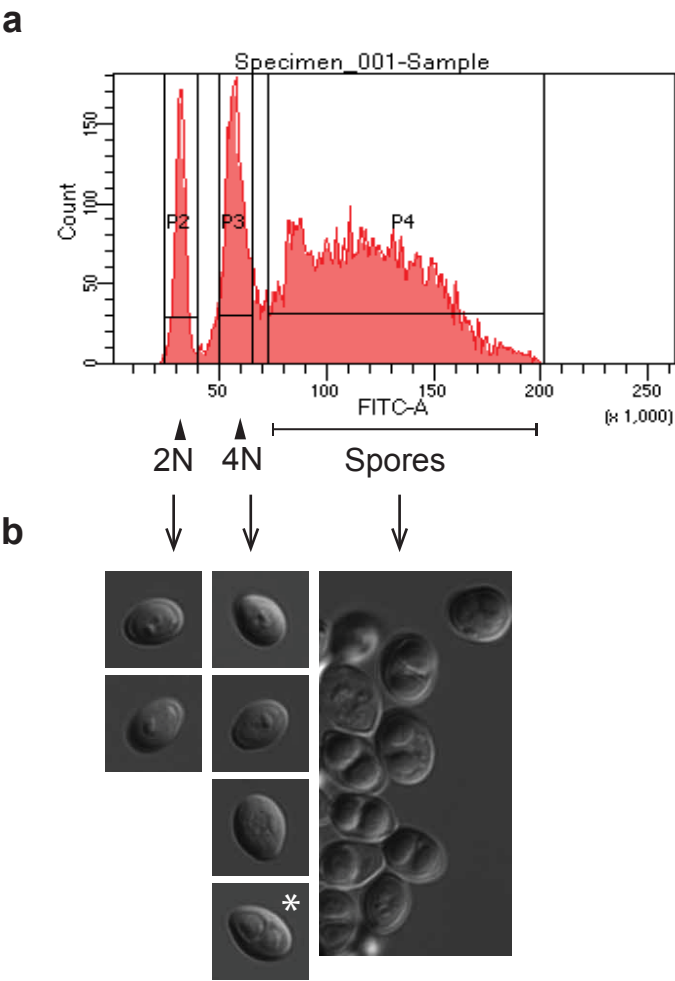

**Supplementary Figure 2: Cell sorting of unsporulated and sporulated cells based on DNA content.**

a) Flow cytometry analysis of DNA content in *IME4/ IME4* SK1 cells after 24 hours in SPO. Cells from 2N, 4N, and to the right of 4N (P2,P3, and P4, respectively), were sorted for microscopic examination.

b) Representative images of cells from the indicated fractions. Cells in P2 (2N) and P3 (4N) are unsporulated, while cells in P4 are asci and therefore 4N. Occasionally, a meiotic cell with pre-spore membranes can be observed (asterisk).

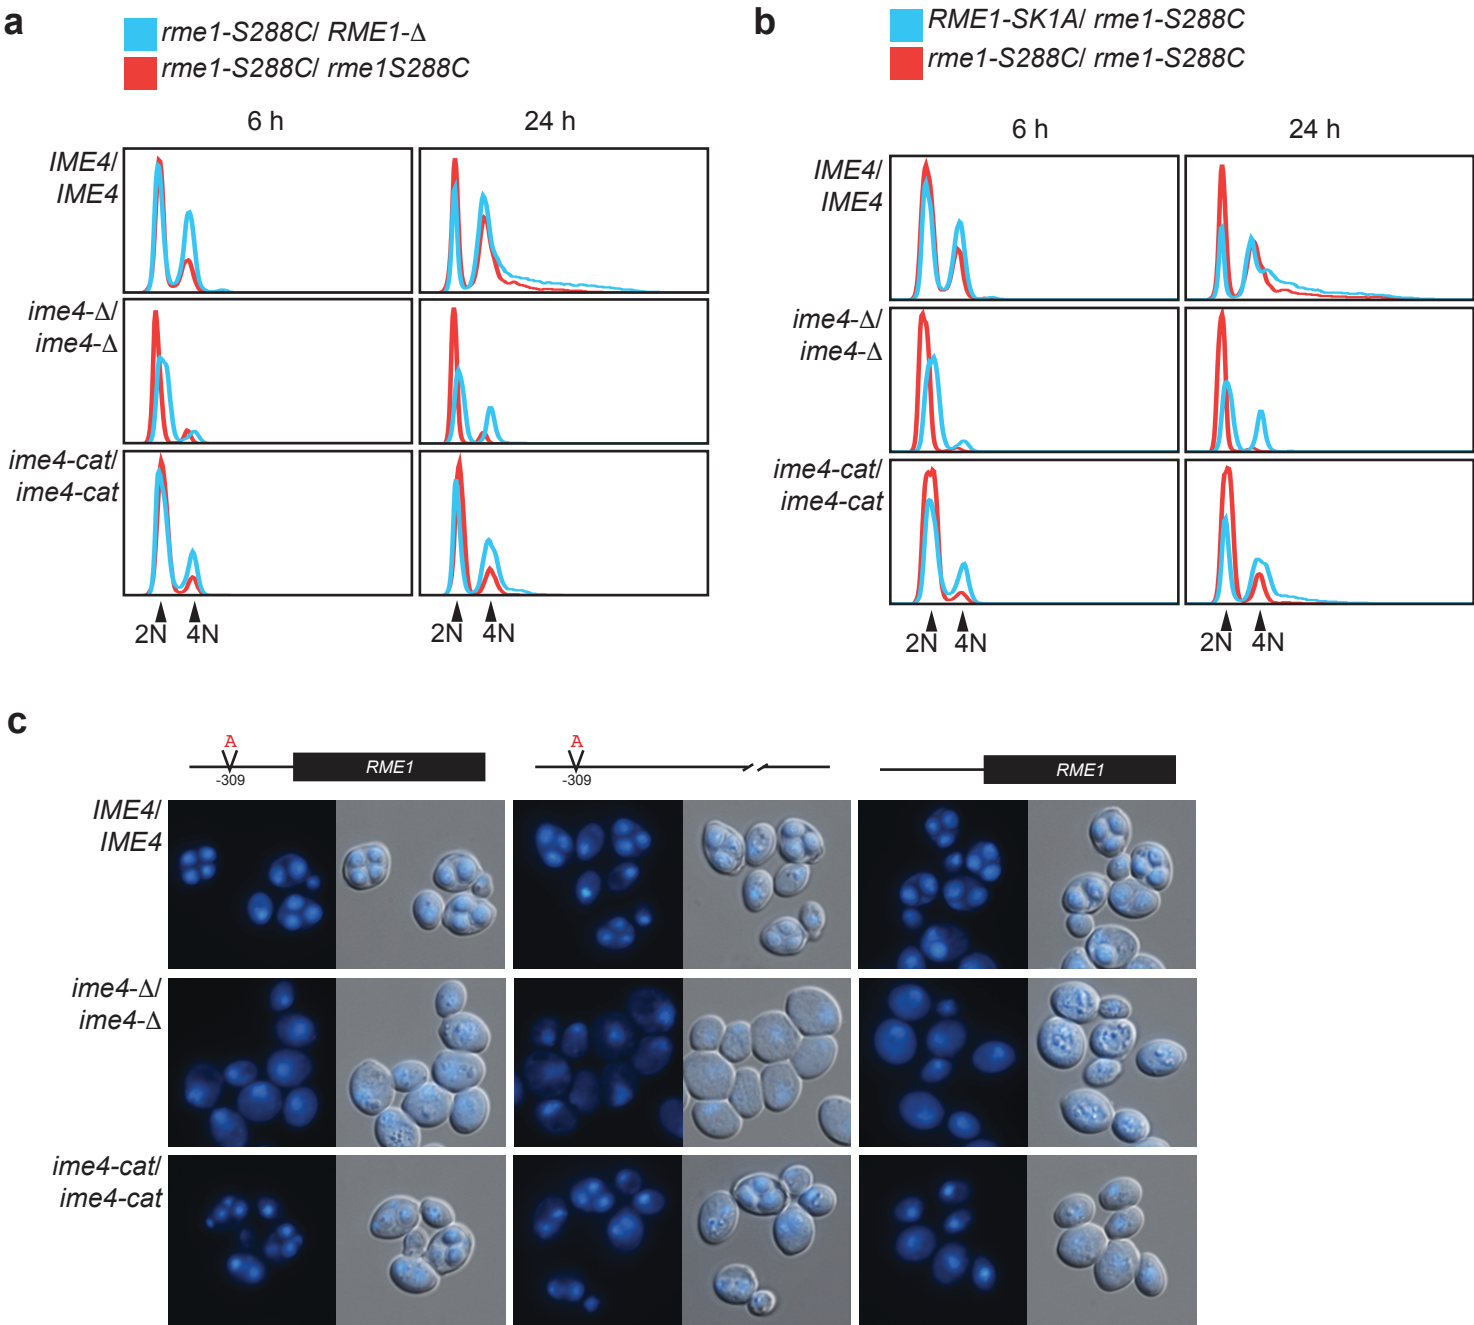

**Supplementary Figure 3: *RME1* dosage tightly controls DNA replication. Meiotic divisions and sporulation in various *IME4* and *RME1* backgrounds.**

a) Flow cytometry analysis of DNA content in *IME4/ IME4* and *ime4* homozygous mutants (rows) in *rme1-S288C/ RME1-Δ* heterozygotes and *rme1-S288C* homozygotes over a meiotic time course (columns).

b) Flow cytometry analysis of DNA content in *IME4/ IME4* and *ime4* homozygous mutants (rows) in *RME1-SK1A/ rme1-S288C* heterozygotes and *rme1-S288C* homozygotes over a meiotic time course (columns).

c) Fluorescence (left panels) and light microscopy overlays (right panels) of DAPI stained *IME4/ IME4* and *ime4* homozygous mutants (rows) cells with the indicated *RME1* homozygous backgrounds (columns) after 24 hours in SPO medium.

Supplementary Fig. 4

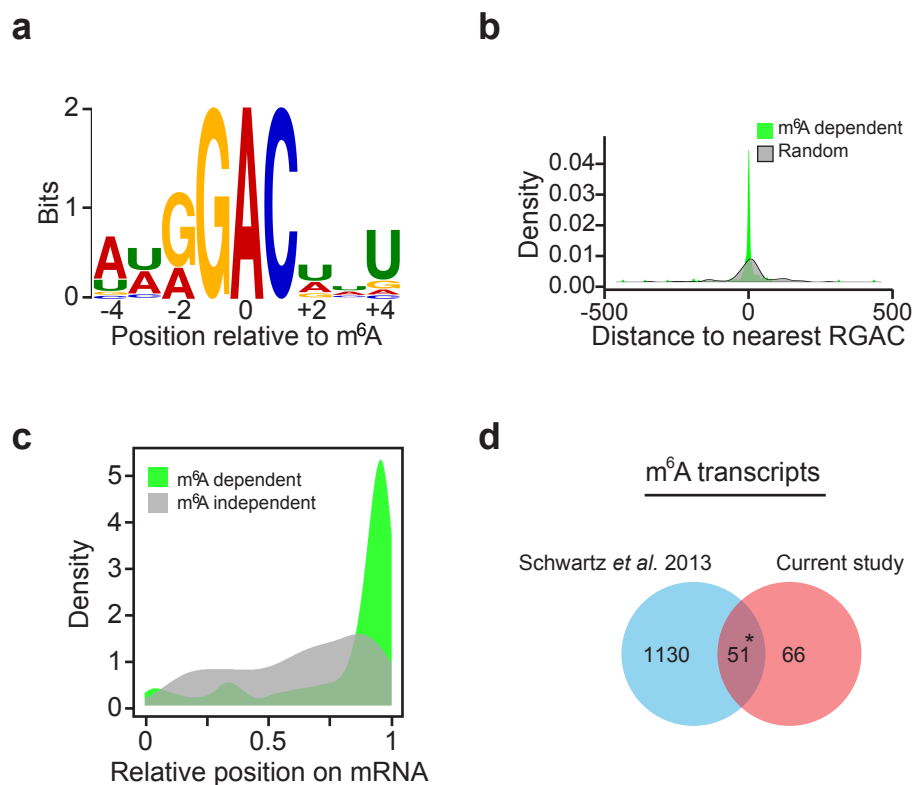

**Supplementary Figure 4: m<sup>6</sup>A consensus motif and distribution. Methylated transcripts datasets overlap.**

a) m<sup>6</sup>A methylation consensus motif identified using a MEME analysis of methylated sites.

b) Density plot of the distribution of distances between identified sites and the nearest RGAC motif in 118 sites enriched at least 2 in *IME4/ IME4* compared to *ime4-cat/ ime4-cat* (green) compared to 118 randomly selected sites (grey).

c) m<sup>6</sup>A methylation sites are concentrated in the 3' ends of transcripts. The distributions of relative positions along a transcript (where 0 represents the 5' end and 1 represents the 3' end) of 118 m<sup>6</sup>A sites (green) and 118 m<sup>6</sup>A-independent sites (false-positives, grey).

d) Venn diagram showing the overlap between the m<sup>6</sup>A-seq data in SK1 23 and in SK288C *rme1-S288C/ rme1-S288C* (Current study). 51 mRNA are methylated in both data sets. \*p<0.0001, Fisher's exact test.

# Supplementary Fig. 5

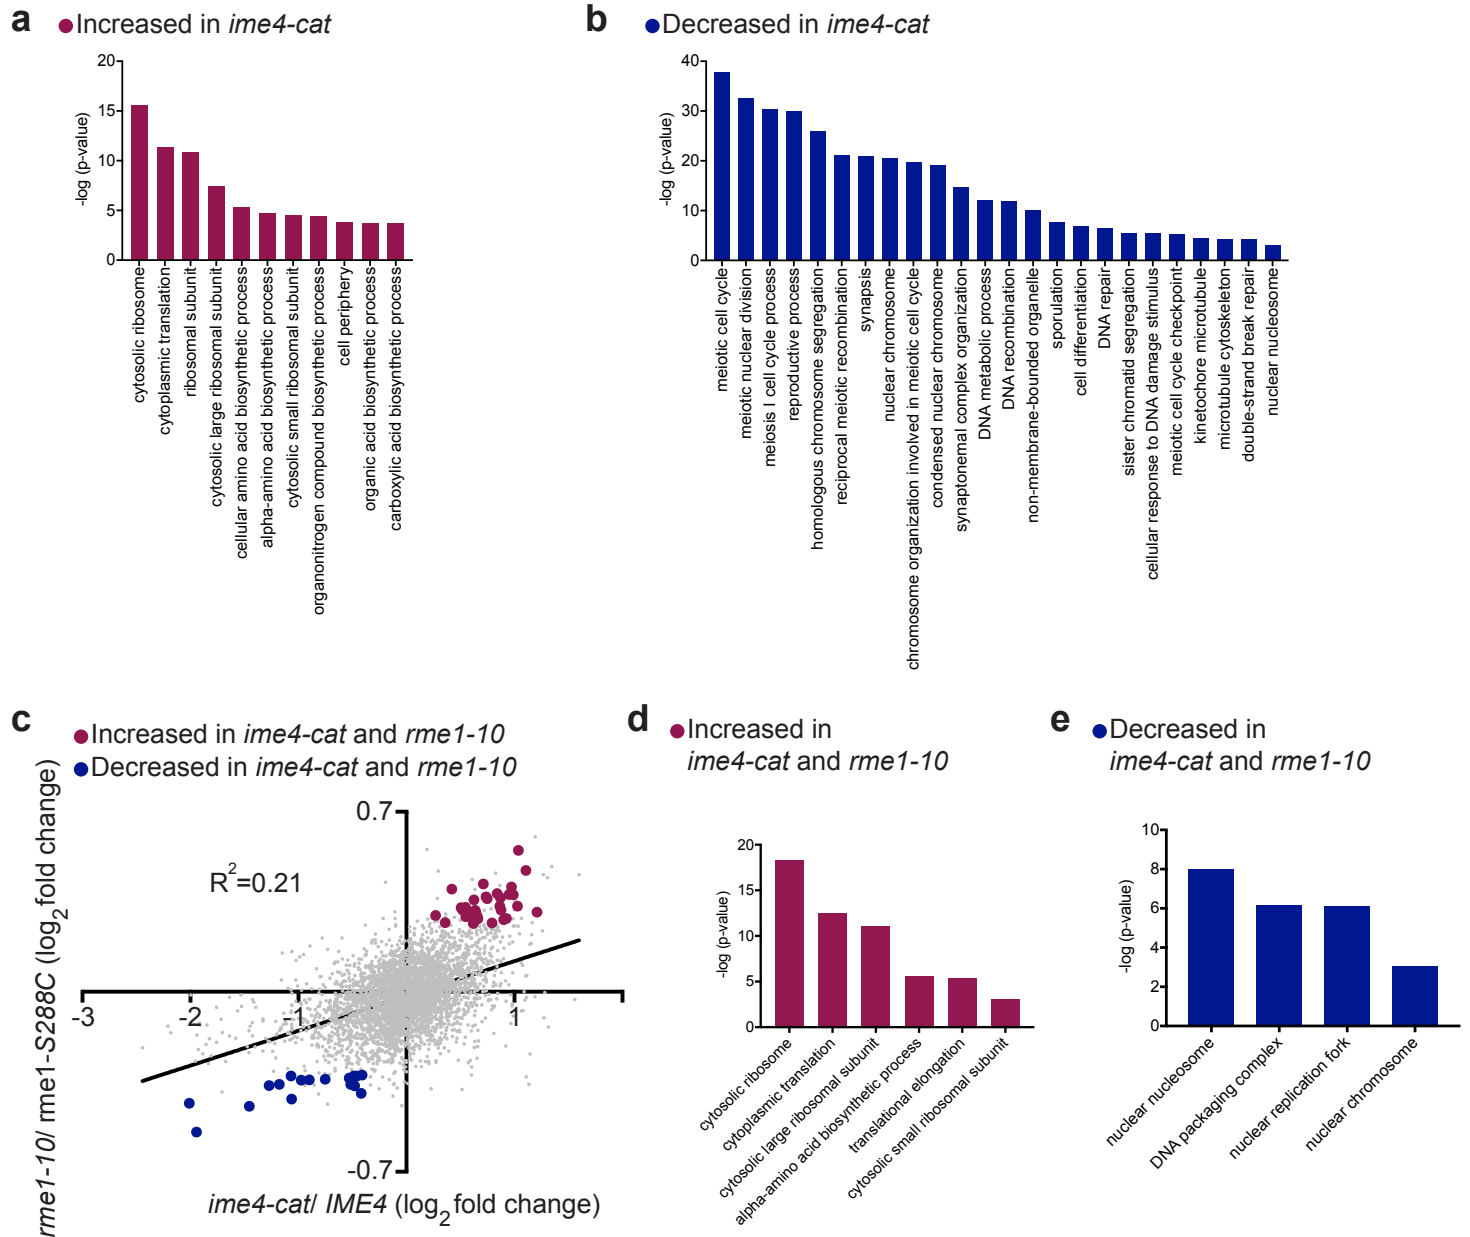

**Supplementary Figure 5: GO categories of mRNAs enriched in *IME4* vs. *ime4-cat*, *ime4-cat* and *rme1-10* gene expression correlation and GO categories.**

a) GO categories and p-values (Holm-Bonferroni) of mRNAs up-regulated in *ime4-cat/ ime4-cat* relative to *IME4/ IME4* cells from Fig. 5b.

b) GO categories and p-values (Holm-Bonferroni) of mRNAs up-regulated in *IME4/ IME4* relative to *ime4-cat/ ime4-cat* cells from Fig. 4b.

c) Correlation between mRNAs up-regulated (purple) and down-regulated (blue) with a p-value of less than 0.05 in a two-tailed t-test in *ime4-cat/ ime4-cat* and *rme1-10/ rme1-10* relative to their wild-type counterparts. Cells were incubated for 5 hours in SPO media. Data from 3 biological replicates.

d) GO categories and p-values (Holm-Bonferroni) of mRNAs up-regulated in Supplementary Figure 4c.

e) GO categories and p-values (Holm-Bonferroni) of mRNAs down-regulated in Supplementary Figure 4c.

Supplementary Table 1: Strains used in this study

| Strain                | Genotype                                                                                                                                                                                           | Background     | Source                      |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|-----------------------------|
| SAy821                | <i>MAT a/α lys2/lys2 ho::LYS2/ho::LYS2</i>                                                                                                                                                         | SK1            | Agarwala <i>et al.</i> 2012 |
| FY2740                | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 RME1(ins-308A)/RME1(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G)</i>                                             | SK288C<br>“WT” | Klomwieder, Winston 2011    |
| GBy6                  | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 RME1(ins-308A)/RME1(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G) ime4-(D348A,W351A)/ime4-(D348A,W351A)</i>       | SK288C         | This study                  |
| BY4721<br>x<br>BY4742 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 MET15/met15Δ0 Lys2/lys2Δ0 ura3Δ0/ura3Δ0</i>                                                                                                               | S288C          | Euroscf collection          |
| LD411                 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 MET15/met15Δ0 Lys2/lys2Δ0 ura3Δ0/ura3Δ0 ime4::HIS4/ime4::HIS4</i>                                                                                         | S288C          | This study                  |
| GBy30                 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 MET15/met15Δ0 Lys2/lys2Δ0 ura3Δ0/ura3Δ0 ime4-(D348A,W351A)/ime4-(D348A,W351A)</i>                                                                         | S288C          | This study                  |
| GBy68                 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 RME1-Δ,(ins-308A)/RME1-Δ,(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G)</i>                                       | SK288C         | This study                  |
| GBy71                 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 RME1-Δ,(ins-308A)/RME1-Δ,(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G) ime4-Δ/ime4-Δ</i>                         | SK288C         | This study                  |
| GBy75                 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 RME1-Δ,(ins-308A)/RME1-Δ,(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G) ime4-(D348A,W351A)/ime4-(D348A,W351A)</i> | SK288C         | This study                  |
| GBy146                | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 RME1(ins-308A)/RME1(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G) ime4-Δ/ime4-Δ</i>                               | SK288C         | This study                  |
| GBy222                | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G)</i>                                                                           | SK288C         | This study                  |
| GBy223                | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0 TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G) ime4-Δ/ime4-Δ</i>                                                             | SK288C         | This study                  |
| GBy225                | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0 ura3Δ0/ura3Δ0</i>                                                                                                                           | SK288C         | This study                  |

|        |                                                                                                                                                                                                                                                                                                                                                                                                                                            |        |            |
|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|------------|
|        | TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G)<br><i>ime4</i> -(D348A,W351A)/ <i>ime4</i> -(D348A,W351A)                                                                                                                                                                                                                                                                                                                                  |        |            |
| GBy267 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1( <i>ins</i> -308A) TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br>pGK21 [Shah and Clancy 1992]                                                           | SK288C | This study |
| GBy269 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1( <i>ins</i> -308A) TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br><i>ime4</i> - $\Delta$ / <i>ime4</i> - $\Delta$<br>pGK21 [Shah and Clancy 1992]        | SK288C | This study |
| GBy271 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1( <i>ins</i> -308A) TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br>pGK21 [Shah and Clancy 1992]<br><i>ime4</i> -(D348A,W351A)/ <i>ime4</i> -(D348A,W351A) | SK288C | This study |
| GBy273 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1( <i>ins</i> -308A) TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br>pGK21 [Shah and Clancy 1992]<br>IME4/ <i>ime4</i> - $\Delta$                           | SK288C | This study |
| GBy391 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1 TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)                                                                                                              | SK288C | This study |
| GBy393 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1 TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br><i>ime4</i> - $\Delta$ / <i>ime4</i> - $\Delta$                                                           | SK288C | This study |
| GBy399 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1 TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br><i>ime4</i> -(D348A,W351A)/ <i>ime4</i> -(D348A,W351A)                                                    | SK288C | This study |
| GBy413 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1( <i>ins</i> -308A) TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br>IME4/3xHA-IME4                                                                         | SK288C | This study |
| GBy415 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i><br><i>ura3<math>\Delta</math>0/ura3<math>\Delta</math>0</i><br>RME1( <i>ins</i> -308A)/RME1( <i>ins</i> -308A) TAO3(E1493Q)/TAO3(E1493Q)<br>MKT1(D30G)/MKT1(D30G)<br><i>ime4</i> -(D348A,W351A)/ <i>ime4</i> -(D348A,W351A)-3xHA                            | SK288C | This study |
| GBy432 | MATa/MAT $\alpha$ <i>his3<math>\Delta</math>1/his3<math>\Delta</math>1 leu2<math>\Delta</math>0/leu2<math>\Delta</math>0 lys2<math>\Delta</math>0/lys2<math>\Delta</math>0</i>                                                                                                                                                                                                                                                             | SK288C | This study |

|        |                                                                                                                                                                                                                                |        |            |
|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|------------|
|        | <i>ura3Δ0/ura3Δ0</i><br><i>RME1(ins-308A)/RME1-Δ TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i>                                                                                                                 |        |            |
| GBy433 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0</i><br><i>ura3Δ0/ura3Δ0</i><br><i>RME1(ins-308A)/RME1-Δ TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i><br><i>ime4-Δ/ime4-Δ</i>                           | SK288C | This study |
| GBy435 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0</i><br><i>ura3Δ0/ura3Δ0</i><br><i>RME1(ins-308A)/RME1-Δ TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i><br><i>ime4-(D348A,W351A)/ime4-(D348A,W351A)</i>   | SK288C | This study |
| GBy470 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0</i><br><i>ura3Δ0/ura3Δ0</i><br><i>RME1(ins-308A)/RME1(ins-308A) TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i><br><i>ime1-Δ/ime1-Δ</i>                   | SK288C | This study |
| GBy510 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0</i><br><i>ura3Δ0/ura3Δ0</i><br><i>3xFLAG-RME1/3xFLAG-RME1 TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i>                                                 | SK288C | This study |
| GBy512 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0</i><br><i>ura3Δ0/ura3Δ0</i><br><i>3xFLAG-RME1/3xFLAG-RME1 TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i><br><i>ime4-Δ/ime4-Δ</i>                         | SK288C | This study |
| GBy514 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0</i><br><i>ura3Δ0/ura3Δ0</i><br><i>3xFLAG-RME1/3xFLAG-RME1 TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i><br><i>ime4-(D348A,W351A)/ime4-(D348A,W351A)</i> | SK288C | This study |
| GBy557 | <i>MATa/MATα his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/lys2Δ0</i><br><i>ura3Δ0/ura3Δ0</i><br><i>RME1-(A+129T)/RME1-(A+129T) TAO3(E1493Q)/TAO3(E1493Q)</i><br><i>MKT1(D30G)/MKT1(D30G)</i>                                             | SK288C | This study |

Supplementary Table 2: Primers used in this study

| Oligo name           | Sequence                   |
|----------------------|----------------------------|
| ACT1 F               | TTCCATCCAAGCCGTTTTGT       |
| ACT1 R               | CAGCGTAAATTGGAACGACGT      |
| IME1 F               | GACGTTGAAAAATCACCACCG      |
| IME1 R               | GAATTAAGAATAGGTTTTACTAACTT |
| IME2 F               | TTCCCCGGTGCTAACGAAA        |
| IME2 R               | TGGTGGAGCTGTGATGTGGTT      |
| Luciferase F         | CGCTGGAGAGCAACTGCATAA      |
| Luciferase R         | TTCCGCGTACGTGATGTTTAC      |
| RME1 5'UTR F         | GTGTCAACGCATTGGAAGTGA      |
| RME1 5'UTR R         | GGCGATGGCACTGTTTTGT        |
| RME1 ORF F           | TGAGTTTGCCGCGCACTTA        |
| RME1 ORF R           | CAGTTGCTTGTTGGAAACCCA      |
| RME1 stop F          | GCGCAAAGACGCCTATAAGAG      |
| RME1 stop R          | ACAGTAGCTTTCATGCCTGCAC     |
| RME1 m6A MazF F (P1) | GAAAACGCATGCAACTATGG       |
| RME1 m6A MazF R (P2) | AGTAACCAACGTGGTGCCA        |
| RME1 orf MazF F (P3) | AAGAATATTCGGCATCACCC       |
| RME1 orf MazF R (P4) | CTAATGATAGTAGTAAACAGT      |

Supplementary Table 3: Models and predicted outcomes for single and double deletion mutant analysis

| Model |                                   | Predicted DNA replication |                 |                 |                 |
|-------|-----------------------------------|---------------------------|-----------------|-----------------|-----------------|
|       |                                   | <i>IME4</i> :             | <i>RME1</i> :   | <i>IME4</i> :   | <i>RME1</i> :   |
|       |                                   | +/+                       | $\Delta/\Delta$ | +/+             | $\Delta/\Delta$ |
|       |                                   | +/+                       | +/+             | $\Delta/\Delta$ | $\Delta/\Delta$ |
| 1     | <i>RME1</i> → <i>IME4</i> → DNA   | Yes                       | No              | No              | No              |
| 2     | <i>RME1</i> → <i>IME4</i> -I DNA  | No                        | Yes             | No              | Yes             |
| 3     | <i>RME1</i> -I <i>IME4</i> → DNA  | No                        | No              | Yes             | No              |
| 4     | <i>RME1</i> -I <i>IME4</i> -I DNA | Yes                       | Yes             | No              | Yes             |
| 5     | <i>IME4</i> → <i>RME1</i> → DNA   | Yes                       | No              | No              | No              |
| 6     | <i>IME4</i> → <i>RME1</i> -I DNA  | No                        | No              | Yes             | Yes             |
| 7     | <i>IME4</i> -I <i>RME1</i> → DNA  | No                        | Yes             | No              | No              |
| 8     | <i>IME4</i> -I <i>RME1</i> -I DNA | Yes                       | No              | Yes             | Yes             |

Supplementary Table 3: Single and double deletion mutant analysis of DNA replication in *IME4* and *RME1*. Of the 8 possible models for the order of *IME4* and *RME1* in regulation of meiotic DNA replication, only model 8, in which *IME4* represses *RME1*, which represses DNA replication, is consistent with the observations.

# Supplementary material for: m6A modification of a 3′ UTR site reduces RME1 mRNA levels to promote meiosis
**Source:** Nat Commun. 2019 Jul 30;10:3414. doi: 10.1038/s41467-019-11232-7
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was written for this manuscript for the purpose of data collection.

Data analysis

1. For sequencing read quality control and adaptor trimming FASTX Toolkit (v 0.0.14) and cutadapt (v1.16) were used.
2. For extension of UTR sequences of the Ensembl R64-1-1-80 (sacCer3) transcriptome annotations bowtie2 (v2.3.4.1) and bedtools (v2.27) were used as described in the 'UTR extensions' section of the Methods.
3. For read alignment to the Ensembl R64-1-1-80 (sacCer3) transcriptome Tophat2 (v2.1.1) was used.
4. Per base coverages for each gene was calculated using bedtools (v2.27).
5. Detection of m6A sites followed the protocol described in Schwartz et al (23).  
To detect peaks, a Perl script calling bedtools (v2.27) was written which applied a sliding window of 100 bases with a 50-base overlap to each gene. Subsequently, it calculated the mean coverage across the window and the median gene coverage which were used to calculate window fold change enrichment. Windows having an enrichment score of >3 and a mean read depth of >10 were identified as peaks. This script can be provided upon request.
6. The MEME (v5.0.0) software was used to determine the m6A consensus motif.
7. R (version 3.4.4) was used to produce metagene distribution and distance to nearest motif figures (Supplementary Fig. 4).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files, and are available from the authors. The source data underlying Figs 1b–d, 2a–f, 3a–c, 4d,e, 5b,d and Supplementary Figs 1b–e are provided as a Source Data file. Sequencing data have been deposited into the NCBI Gene Expression Omnibus and are accessible through series accession number GSE130104.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size We used three biological replicates for each experiment, or repeated the experiment three times, except where otherwise indicated, according to standards in the field.

Data exclusions No data were excluded from analyses.

Replication  
Fig. 1b,c: Three biological replicates.  
Fig. 1d: Three independent experiments.  
Fig. 2a–f: Three biological replicates.  
Fig. 3a: Two to five independent experiments.  
Fig. 3b,c: Three independent experiments.  
Fig. 4a–e: Three biological replicates.  
Fig. 5b–d: Three biological replicates.  
  
All attempts at replication were successful.

Randomization Replicates were allocated randomly within experimental groups.

Blinding Investigators were blinded to experimental groups when analyzing RNA-seq data.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | M2 anti-FLAG-HRP (1:25,000, Sigma A8592-2MG), anti-Pgk1-HRP (1:500,000, Abcam 22C5D8), 10F3 anti-HA-HRP (1:10,000, Roche 12 013 819 001), P4D1 anti-Ub-HRP (1:10,000, Enzo BMLPW0935-0025), anti-m6A antibody (Synaptic Systems #202 003). |
| Validation      | For epitope tags (FLAG and HA), antibodies were validated by the presence of a specific band at the anticipated molecular weight                                                                                                           |

in protein samples from tagged cells and absence of the band in untagged cells. Anti-PGK1 was validated by the presence of a specific band at the anticipated size, as described in the literature. Anti-Ub was validated by the appearance of the characteristic ladder as described in the literature. When using anti-m6A for m6A-seq, false positives were detected using control mRNAs from ime4 mutant cells.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

500 ul of meiotic cells were fixed in 1.5 ml 100% EtOH for at least 1 hour in room temperature or overnight at 4°C. Cells were then spun down briefly and re-suspended in 500 ul of 50 mM sodium citrate containing 40 ug/ml RNase A (Sigma), vortexed, and incubated at 50°C for 1 hour. Next, 10 ul of 20 ug/ul Proteinase K (Life Technologies) were added to each sample for another 1 hour incubation at 50°C followed by vortexing. 500 ul of SYTOX green (Life Technologies) diluted 1:250 in 50 mM sodium citrate were then added to each sample.

Instrument

BD Cantoll

Software

BD FACS Diva, FlowJo 10

Cell population abundance

10,000 events were counted per sample.

Gating strategy

Single cells were gated on based on forward and side scattering, , FITC-A (20-250), and FITC-W (60-80).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: m6A modification of a 3′ UTR site reduces RME1 mRNA levels to promote meiosis
**Source:** Nat Commun. 2019 Jul 30;10:3414. doi: 10.1038/s41467-019-11232-7
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: m^6^A-seq data from meiotic cells in three biological replicates. IP enrichment values in *IME4* homozygotes and *ime4-cat* homozygotes. 

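Each entry of Supplementary Data 1 is a window on a chromosome with the enrichment of its reads after anti-m6A IP over input. The table gives this enrichment for each of 3 wild-type and 3 *ime4-cat* replicates, with the mean of each genotype, the ratio of the means and the gene. A ratio above 1 means that the window was enriched more in cells with an active methyltransferase, while a window enriched alike in both genotypes was pulled down whether or not the mRNA was methylated. Of this table, 1996 entries were read here and 4953 further entries were not used here. The entries read cover windows of 16 to 700 bases, with a median of 150.0 bases. The window listed for *RME1* spans positions 582802 to 582901 of chromosome VII. It thus covers bases 89 to 188 after the *RME1* stop codon, and its centre is 9.5 bases from the +129A site. Within these 100 bases, the motif that the paper derives (ANRG-m6A-CNNU) occurs once in the sense of the mRNA, with its central A at base 129. The m6A-seq libraries themselves were not analysed here.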

See Methods for details.

File Name: Supplementary Data 2

Description: RNA-seq data from meiotic cells. Mean normalized gene counts and p-values (two-tailed t-test) from three biological replicates in *ime4-cat* homozygotes vs. *IME4* homozygotes.

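Supplementary Data 2 has one entry per gene, with a log2 ratio and the −log10 of a p-value. The ratio divides the mean normalized count in *ime4-cat* homozygotes by that in *IME4* homozygotes, so a positive value marks an mRNA that is higher without the methyltransferase activity and a value of 1 a doubling. The mean counts themselves are not among the columns. The table states no adjustment of the p-value for the number of genes. The study calls an mRNA changed when its log2 ratio lies beyond 0.8 in either direction and its p-value is under 0.01. Of this table, 1999 entries were read here and 1863 further entries were not used here. The names of 1983 of the entries read could be paired with genes in the deposited count tables.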

How the deposited data were processed for this re-analysis (not part of the article)

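The data are RNA-seq libraries of polysomal mRNA from SK288C cells after 5 h in SPO media, 3 from *IME4*/*IME4* and 3 from *ime4-cat*/*ime4-cat* cells. These 6 libraries are the ones whose titles and strain numbers name the same genotype and fraction. The other 12 RNA-seq libraries carry a title that disagrees with their strain number or with the letter that marks their fraction. They were assigned to no condition and stayed out of the tests between genotypes. In the closing section the *RME1* value of each is given, and they are set beside the paper's tables by title and by strain number to examine the labels. The 12 m6A-seq samples were not analysed here.

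The authors deposited counts, that is whole numbers of reads (or read pairs) per gene without normalization, in one table per library with 7126 genes listed by systematic name. The names of the 5 closing entries in each table are those of htseq-count. The paper's text gives no counting program or strand setting for these libraries. Its methods name a library kit (NEBNext Ultra), while the sample labels name another maker's kit, and they describe alignment of reads with Tophat2 to the Ensembl annotation of the R64 (sacCer3) assembly, with 1 hit allowed per read, without saying whether this covers the polysome libraries. The closing entries stayed out of library sizes and tests. Alignments that were not unique made up 85.2% to 94.3% of all entries counted, reads on no feature 3.22% to 8.28% and ambiguous reads 0.0132% to 0.0327%. Depth was therefore 586141 to 1262397 counts on genes per library. At this depth *RME1* had 53 to 155 counts, and counting error alone could give all of its spread between replicates. In *ime4-cat*/*ime4-cat* cells its SD of 5.65 CPM is smaller than counting error alone would give, so it understates the uncertainty. The common biological coefficient of variation across genes was 0.126.

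Gene symbols came from the RefSeq annotation of the R64 assembly, which matched 6048 of the 7126 genes, and other genes kept their systematic name. Chromosome VII of this copy is 1090940 bases long, and the sequence printed in Fig. 5a was found in it once, at the distance from the stop codon that the paper gives. Positions are counted from 1.

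Counts were normalized by TMM and tested with edgeR 4.0.16 (filterByExpr by genotype, glmQLFit, glmQLFTest, genotype as the only term) in R 4.3.3. This left 5493 genes, with Benjamini-Hochberg adjustment over them and a threshold of 0.05. The paper's thresholds for global mRNA levels (log2 fold change beyond 0.8, unadjusted p under 0.01) were applied to the same fit. The 4 gene lists, named by the ontologies the paper reports, were set up before any count was read (cytosolic ribosomal protein, amino acid synthesis, meiotic prophase and histone genes) and tested with camera at a preset correlation of 0.01, with fry, and with camera at the estimated correlation (limma 3.58.1). Single values were compared by an exact two-sided permutation test. The genes named are *RME1*, *IME1*, *IME2*, *IME4*, *MUM2*, *SLZ1*, *MRB1* (listed as *PHO92*), *ACT1* and *PGK1*, and genes from the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 50 normalized counts, and all 3 libraries of one genotype above all 3 of the other. No pair of replicates differed by less than the sampling noise, with a chi-square per degree of freedom of 2.39 to 5.47 between replicates of a genotype.

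The fit was tested on simulated data. Counts were drawn for the tested genes from the means, dispersions and sizes of the real libraries. In them 200 genes were changed by a known fold of at least a doubling in size, as many raised as lowered. Genes were drawn independently and without an effect of the replicate number. Of the 196 changed genes among the 5431 that passed the filter, 176 were recovered (89.8%), and 12 unchanged genes were called, 6.38% of all calls. In the real data 970 genes were called, some with smaller folds. These rates therefore describe the simulated setting and may not hold for the real data.

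The alternatives were DESeq2 size factors, no TMM factors, upper quartile factors or TMM factors without ribosomal protein genes in the edgeR fit, the DESeq2 1.42.0 Wald test, limma-trend with a prior count of 2, no filter beyond 1 count in total, at least 10 counts in every library, the replicate number as a block, each replicate left out in turn, an adjusted p under 0.01, and for *RME1* the counts of *ACT1* or *PGK1* as the only reference. Checks of depth thinned every library to 586141 counts in 10 draws. Checks of GC content and length removed a loess trend (span 0.5) in both from each library, for the 95.2% of tested genes with coordinates. Python 3.11.15 with scipy 1.17.1 was used for comparisons with the paper's tables, and matplotlib 3.10.9 for figures.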

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

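No test in this part was chosen only after its result was seen.

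The paper reports changes across the transcriptome for total RNA and for what it calls global mRNA levels, and gives none for polysomal RNA alone. In polysomal RNA, 455 genes were higher and 515 lower in *ime4-cat*/*ime4-cat* than in *IME4*/*IME4* cells, of 5493 tested (adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With no TMM factors the split was 346 higher and 593 lower, and with the replicate number as a block 805 higher and 800 lower. A single library weighs on these counts, since 203 genes were higher and 308 lower without *IME4*/*IME4* replicate 3, and 270 and 307 without *ime4-cat*/*ime4-cat* replicate 3. Of the tested genes, 837 were higher and 947 lower in all 3 *ime4-cat*/*ime4-cat* libraries than in all 3 *IME4*/*IME4* libraries, together 32.5% where chance gives 10%. Of the 10 splits of the 6 libraries into groups of 3, only the real one (1 of 10) gave as many genes with an adjusted p under 0.05. The other 9 splits gave 0 genes each, and between 54 and 417 genes at an unadjusted p under 0.05 against 1655 for the real one. With 10 splits the share cannot be lower than 0.1, so this leaves the grouping by chance formally open.

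Library size, GC content and gene length were tested as technical explanations of these changes and did not account for them. The *ime4-cat*/*ime4-cat* libraries were the smaller ones on the whole, but with all libraries thinned to 586141 counts a median of 834.5 genes changed over 10 draws (range 793 to 863), against 970 at full depth. The 20 genes with the most counts took 15.7% to 19.5% of a library, and without them 970 genes changed, 965 of them in common with the full set. This removal decides little, because TMM already sets the scale by the bulk of genes and only 2 of the 20 were called. The log2 fold changes followed GC content and length weakly (Pearson r across genes 0.082 and 0.078), and with both trends removed 1111 genes changed, 903 of them in common, with *RME1* at a log2 fold change of 1.03. All 16 named genes that passed the threshold stayed past it, though 1 of them (YLL047W) has no coordinates in the annotation and was not corrected. Reads shared between near-identical copies stay open as an explanation for single members of gene families.

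Whether the changes lie in mRNA level or in the loading of mRNA onto polysomes cannot be told apart with the libraries used. Across 1983 genes, the polysomal log2 fold changes had a Pearson r of 0.959 with the paper's ratios in Supplementary Data 2. That test is void if the table itself includes these polysome libraries, for which evidence is given under the other observations. The design gives the *IME4* genotype as the biological difference. A difference in how far the strains had progressed through meiosis at 5 h would follow from the genotype too, and was not tested separately. The paper reports that *ime4-cat*/*ime4-cat* cells with *rme1-S288C* were delayed in meiotic DNA replication and did not keep *IME1* expression high. The median polysomal log2 fold change of -1.81 over 32 meiotic prophase genes goes with such a difference.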

How the results depend on the processing

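The comparisons with the p-values of Supplementary Data 2 were chosen only after the result was seen. No other test in this part was. The alternatives, the other tests and the rule for naming genes were fixed before the data were examined.

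No result changed direction under any alternative. The log2 fold change of *RME1* in polysomal RNA lay between 0.65 and 1.10 over 17 alternatives and stayed past the threshold in each (adjusted p 2.0e-08 to 0.043), with *PGK1* as the only reference at the low end and *ACT1* as the only reference next at 0.90. The median of all tested genes was -0.37 with the *PGK1* reference and -0.12 with the *ACT1* reference, against -0.01 under TMM, so these references lower every gene alike. The medians of the 4 gene lists kept their direction and their call by camera under all 15 alternatives run on them, and under both single-gene references their direction too.

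The counts of changed genes moved under several alternatives. Against 455 genes higher and 515 lower, an adjusted p under 0.01 left 214 and 298, as a stricter threshold must. The DESeq2 Wald test gave 340 genes lower. It called 674 genes in all, 665 of them among the 970 of edgeR, and left the adjusted p of 426 genes undefined. The cause was not tested. With the replicate number as a block, 805 genes were higher and 800 lower, among them all 970 genes called without it. With this block *IME4* (adjusted p 0.0014) and *PGK1* (adjusted p 2.3e-05) passed the threshold too. The deviations of same-numbered libraries from their group means correlated across 3146 genes at 0.521, 0.505 and 0.0875 for replicates 1, 2 and 3, and those of libraries with different numbers at -0.527 to 0.00850. Because the value for replicate 3 is under 0.1, the numbers were not taken as pairs here. Whether libraries of the same number were prepared together stays open. Among the comparisons tried, pairs of the same fraction and replicate number came closest to the p-values of Supplementary Data 2. The median difference in −log10 p was 6.2e-05, against 0.207 for 6 libraries against 6 unpaired. This bears on pairing, so the unpaired counts of changed genes and the unpaired results for *IME4* and *PGK1* are uncertain. Without TMM factors, 36.9% of the calls were higher against 46.9% with them. Across the 6 fits that each left out one replicate, from 203 to 478 genes were higher and from 307 to 488 lower, with fewer libraries in the test. The lowest totals came without *IME4*/*IME4* replicate 3 (511 genes, 507 of them in common with the full set) and without *ime4-cat*/*ime4-cat* replicate 3 (577 genes, 561 in common).

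At the paper's thresholds, 133 genes were higher, and from 134 to 207 across the fits that left out one replicate, with 207 without *ime4-cat*/*ime4-cat* replicate 1. The cause was not tested. The balance also depends on scaling, with 103 higher and 316 lower without TMM factors and 151 and 259 with DESeq2 size factors, against 133 and 275. The number of genes at or above *RME1* in log2 fold change, 65 of 5493, became 172 of 6467 with no filter beyond 1 count in total, since genes with few counts then enter the ranking. For all of these summaries together, 144 of the values under an alternative stayed within the limits set for a change, and 11 did not. Among the other named genes, 7 values changed their side of the threshold, all toward a stronger call, 6 for *IME4* and 1 for *PGK1*, and 263 did not. The median of *RME1* over the 12 libraries of unsettled condition, 163 normalized counts with DESeq2 size factors, was 201 with TMM.

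*RME1* rests on 53 counts in its shallowest library, and over the 10 thinnings to 586141 counts its log2 fold change ranged from 0.91 to 1.19.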

Other observations

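The comparisons of Supplementary Data 2 with pooled libraries and with paired p-values were chosen only after the result was seen, and the other tests in this part before.

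In total RNA the paper finds few mRNAs that rise as *RME1* does (Fig. 2d). In polysomal RNA, 65 of 5493 tested genes (1.18%), *RME1* included, had a log2 fold change at or above that of *RME1*, and the number was 49 to 95 in the fits that each left out one replicate. At the thresholds that the paper applies to global mRNA levels, 133 genes were higher and 275 lower in *ime4-cat*/*ime4-cat* polysomal RNA. There were 207 higher without *ime4-cat*/*ime4-cat* replicate 1, and 103 higher and 316 lower without TMM factors. Only the real split (1 of 10) gave as many genes past these thresholds, and the other splits gave at most 34. Among the largest increases under the rule for naming genes were those in *DUR3* (log2 fold change 1.72), *MET17* (1.55), *EXG1* (1.47) and *RPL37A* (1.43). *RPL37A* rose from 34.9 ± 3.05 to 97.2 ± 36.6 CPM (SD, n = 3), and as a ribosomal protein gene with a near-identical copy it is uncertain. The largest decreases under the same rule, which asks for a mean of at least 50 normalized counts, were in YLL047W (-3.13), YKR005C (-2.87), *MEI5* (-2.87), *RNP1* (-2.72) and *HTB2* (-2.48). YLL047W is not in the annotation used, and it and *RNP1* (YLL046C) are neighbours by name on opposite strands, so their counts are uncertain, as are those of *HTB2*, a histone gene with a paralog. Among the genes the paper names, log2 fold changes were -0.86 for *IME1*, -1.64 for *IME2*, -0.97 for *MUM2*, -2.08 for *SLZ1* and -1.55 for *MRB1* (listed as *PHO92*), each lower in 3 of 3 libraries, with adjusted p between 6.0e-09 and 8.0e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lower *MUM2* and *SLZ1* concern partners of Ime4p in the methyltransferase complex, and the paper does not report their polysomal levels. A difference in progress through meiosis was not separated from an effect on these genes in particular.

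The gene families that the paper reports for global mRNA levels also shifted in polysomal RNA. The lists follow ontologies that the study found in related libraries. If Supplementary Data 2 pools these polysome libraries, as the comparisons further below fit, the ontologies came in part from the same libraries. The shift of the lists is therefore not independent evidence. The median log2 fold change was 0.63 for 133 cytosolic ribosomal protein genes, 0.49 for 80 amino acid synthesis genes, -1.81 for 32 meiotic prophase genes and -1.26 for 10 histone genes. With camera at a preset correlation of 0.01, each list passed the threshold (Benjamini-Hochberg adjusted p over the 4 lists at most 4.5e-15). With the same adjustment, the amino acid and meiotic prophase lists also passed it under fry and under camera with the estimated correlation (largest adjusted p 0.0084). The histone list passed it under fry (adjusted p = 0.0018) but not with the estimated correlation of 0.73 (adjusted p = 0.054). The ribosomal protein list passed neither (adjusted p = 0.059 under fry and 0.18 with an estimated correlation of 0.68). Directions held under every scaling tried. With *PGK1* as the only reference, which moves the median of all genes to -0.37, the medians of the 4 lists were 0.25, 0.13, -2.16 and -1.62. Of the ribosomal protein genes, 68 were higher over all genes tested and 93 adjusted over the list alone, with 0 lower, also at an unadjusted p under 0.05. Of the amino acid synthesis genes, 39 were higher and 3 lower over all genes tested, and 48 and 4 adjusted over the list alone. Of the meiotic prophase genes, 29 were lower over all genes tested and 31 adjusted over the list alone, and of the histone genes 10 and 10. In both lists 0 genes were higher, also at an unadjusted p under 0.05. For each of the 4 lists only the real split (1 of 10) gave a median as far from 0. For the ribosomal protein genes, however, 1 other split gave a median of 0.58 in size, nearly as far from 0. It put *IME4*/*IME4* replicates 1 and 3 with *ime4-cat*/*ime4-cat* replicate 1, so both of its groups mix the genotypes. It also set the libraries with the most counts on genes (1047377, 1262397 and 916345) against the others (680599, 586141 and 588503). Depth and part of the genotype difference may therefore have entered this value. Paralogs make single ribosomal protein and histone genes uncertain.

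The 12 RNA-seq libraries left without a condition carry titles that disagree with their strain number, with the letter that marks their fraction, or with both. In normalized counts (DESeq2 size factors over all 18 libraries), *RME1* stood at 131, 132 and 107 in the libraries titled *rme1-10* polysome, which carry the number of the *IME4*/*IME4* strain and the letter t. It stood at 216, 253 and 288 in those titled wild-type input with the number of the *ime4-cat*/*ime4-cat* strain and the letter t. The libraries titled *rme1-10* input, with the number of the *rme1-10* strain and the letter p, had 176, 139 and 133. Those titled *ime4-cat* input, with the number of the *rme1-10* strain and the letter t, had 203, 165 and 161. A candidate explanation is that the titles are out of step with the count tables. If the libraries are taken by strain number, the 6 total RNA values in the Source Data of Fig. 2c differ from the counts by at most 0.00489, and if taken by title by 13.4 to 181. The 6 polysomal values there differ from the counts by at most 0.00427. Across 1983 genes, the ratios of Supplementary Data 2 have a Pearson r of 0.939 with the ratio taken by strain number and of -0.900 with the ratio taken by title. The 3 libraries with the letter p among these resembled the 6 polysome libraries more (median Pearson r over 3940 genes 0.938 to 0.953) than the 3 titled polysome with the letter t (0.904 to 0.917), although these libraries also differ in strain. These tests fit titles that moved and would have come out otherwise under the titles. No biological explanation was tested, and the libraries stay without a condition here.

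Supplementary Data 2 is described as 3 biological replicates of each genotype. The paper introduces Fig. 4b, after the m6A-seq, as a separate experiment, and does not say whether it is separate from the polysome experiment. Of this table 1999 entries were read and 1863 were not used here. A hypothesis is that its values were made from total RNA and polysome libraries together. With libraries taken by strain number, the log2 ratio of the mean normalized counts over 6 libraries of each strain, total RNA and polysomal, differed from the table by a median of 1.1e-05 over 1983 genes, against 0.089 for total RNA libraries alone and 0.088 for polysome libraries alone. A comparison in 6 pairs, each of the same fraction and replicate number, gave −log10 p-values that differed from the table by a median of 6.2e-05, against 0.207 for 6 libraries against 6 unpaired and 0.555 for 3 total RNA libraries against 3. The pooled ratio had a Pearson r of 0.9999999981 with the table, against 0.939 for total RNA libraries alone and 0.958 for polysome libraries alone. These values fit a table of pooled libraries. For the 1983 genes, they argue against ratios made from total RNA or polysome libraries alone. They rest on the strain numbers, which the titles contradict, and on the part of the table that was read. No biological explanation was tested.

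The counting may have used strand on reads that carry no strand information. Of 8 protein-coding genes that lie wholly inside a gene on the other strand, 7 sit in pairs with counts in the polysome libraries. The count per base of the nested gene was a median of 0.644 times that of the gene around it, with a range of 0.0588 to 2.09 and 4 of the 7 pairs between 0.5 and 2. In line with this, each of the 6 polysome libraries had 1.24 to 1.29 times as many reads on no feature as on genes. The pairs are few, and transcription of both strands would raise the ratio too, which stays open. The consequence concerns genes that overlap on opposite strands, such as *IME4* and *RME2*.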
